# Chemical and molecular bases of dome formation in human colorectal cancer cells mediated by sulphur compounds from *Cucumis melo* var. *conomon*

**DOI:** 10.1002/2211-5463.13001

**Published:** 2020-11-06

**Authors:** Miyu Kamimura, Azusa Sasaki, Shimpei Watanabe, Shiho Tanaka, Akiko Fukukawa, Kazuya Takeda, Yasushi Nakamura, Takako Nakamura, Kouji Kuramochi, Yui Otani, Fumio Hashimoto, Kanji Ishimaru, Tomoaki Matsuo, Shigehisa Okamoto

**Keywords:** CCNE2, CDC25A, colorectal cancer, differentiation, dome, methylthioacetic acid

## Abstract

Colorectal cancer was the third most commonly diagnosed malignant tumor and the fourth leading cause of cancer deaths worldwide in 2012. A human colorectal cancer cell line, RCM‐1, was established from a colon cancer tissue diagnosed as a well‐differentiated rectum adenocarcinoma. RCM‐1 cells spontaneously form ‘domes’ (formerly designated ‘ducts’) resembling villiform structures. Two sulphur‐containing compounds from *Cucumis melo* var. *conomon* (Katsura‐uri, or Japanese pickling melon), referred to as 3‐methylthiopropionic acid ethyl ester (MTPE) and methylthioacetic acid ethyl ester (MTAE), can induce the differentiation of the unorganized cell mass of an RCM‐1 human colorectal cancer cell culture into a dome. However, the underlying molecular mechanisms of such dome formation have not been previously reported. Here, we performed a structure–activity relationship analysis, which indicated that methylthioacetic acid (MTA) was the lowest molecular weight compound with the most potent dome‐inducing activity among 37 MTPE and MTAE analogues, and the methylthio group was essential for this activity. According to our microarray analysis, MTA resulted in down‐regulation of 537 genes and up‐regulation of 117 genes. Furthermore, MTA caused down‐regulation of many genes involved in cell‐cycle control, with the *cyclin E2* (*CCNE2*) and *cell division cycle 25A* (*CDC25A*) genes being the most significantly reduced. Pharmacological analysis showed that the administration of two cell‐cycle inhibitors for inactivating CDC25A phosphatase (NSC95397) and the cyclin E2/cyclin‐dependent kinase 2 complex (purvalanol A) increased the dome number independently of MTA. Altogether, our results indicate that MTA is the minimum unit required to induce dome formation, with the down‐regulation of *CDC25A* and possibly *CCNE2* being important steps in this process.

**Abbreviations**
ALP: alkaline phosphatase
CCNE2: cyclin E2
CDC25A: cell division cycle 25A
CDK: cyclin‐dependent kinase
GAPDH: glyceraldehyde 3‐phosphate dehydrogenase
GO: Gene Ontology
GSEA: gene set enrichment analysis
KEGG: Kyoto Encyclopedia of Genes and Genomes
MTA: methylthioacetic acid
MTAE: methylthioacetic acid ethyl ester
MTPE: 3‐methylthiopropionic acid ethyl ester

Colorectal cancer was the third most commonly diagnosed malignant tumor and the fourth leading cause of cancer deaths worldwide in 2012 [1]. Furthermore, because colorectal cancer is known as a ‘silent’ disease that may show minimal or even no symptoms until the later stages (i.e. stage II and beyond), its diagnosis at the early stage is difficult [2, 3]. Surgical excision combined with follow‐up chemotherapy to kill the remaining tumor cells in the body has undoubtedly been significant for curing colorectal cancers and preventing their recurrence [4]; however, the toxicity of the chemotherapeutic agents toward the vigorously dividing normal cells has led to many patients suffering detrimental side effects [5, 6]. Therefore, apart from the classical cancer therapies, other chemotherapies without the agents for massacring cells are urgently needed. One promising alternative is differentiation therapy, which is defined as a pharmacological therapeutic that directs tumor cells toward their differentiation, maturation or senescence, thereby alleviating the cancer symptoms [7]. Because this therapy can convert tumor tissue into morphologically differentiated tissue without killing the normal noncancerous cells, the adverse side effects may be reduced. In addition, the treatment is theoretically applicable to patients with the later stages of cancer and may thus help them to maintain a relatively high quality of life. Accordingly, differentiation therapy in combination with the already established methods would have great potential in cancer treatment.

A human colorectal cancer cell line, RCM‐1, has been established from a colon cancer tissue diagnosed as a well‐differentiated rectum adenocarcinoma [8]. The RCM‐1 cells spontaneously form ‘domes’ (formerly designated ‘ducts’) resembling villiform structures [9]. The domes are 3D multicellular structures caused by vectorial fluid transport from apical surface to basolateral surface, leading to fluid accumulation in a localized area between the monolayer and the surface of the culture flask [10, 11], and often observed on cell cultures derived from tumors (lung adenocarcinoma, mammary adenocarcinoma and colonic adenocarcinoma), as well as normal tissues (kidney epithelium) [10, 12, 13]. In addition, the domes are reportedly formed in response to known differentiation inducers [14, 15]. Thus, to date, dome formation has been used as a morphological marker in the cell cultures for the onset of cell differentiation for studying transepithelial transport and cell polarity, because that unidirectional fluid movement mimics the active transepithelial transport seen in differentiated epithelial tissues of colon and kidney [10, 11, 16, 17, 18].

Plants are a rich source of natural compounds with different biological activities because they produce a huge variety of phytochemicals (plant secondary metabolites) that have diverse and advantageous roles in the increased health and survival of plants, and that are also beneficial for disease control in humans and animals due to pharmacological activity [19]. Indeed, nearly 50% of the anticancer agents approved since the 1940s are natural compounds *per se*, being semisynthesized or completely synthesized analogues of natural biologicals, and they also include phytochemical‐derived compounds, such as vincristine and homoharringtonine [20, 21]. In line with this fact, we previously screened phytochemicals with biological abilities from fully ripened fruits of an heirloom vegetable, Katsura‐uri (*Cucumis melo* var. *conomon*), using dome formation as a guide of purification, and isolated 3‐methylthiopropionic acid ethyl ester (MTPE) and methylthioacetic acid ethyl ester (MTAE) [9, 22]. Furthermore, MTPE was shown to induce alkaline phosphatase (ALP) activity as a biochemical differentiation marker in RCM‐1 cells [9]. Because they can efficiently convert unorganized cell mass into the domes, MTPE and MTAE conceivably have an ability to induce the differentiation of the RCM‐1 human colorectal cancer cell line. However, the molecular mechanisms underlying the dome formation induced by MTPE and MTAE remain unknown.

In this study, we conducted a structure–activity relationship analysis to determine the minimum unit and indispensable moiety of MTPE‐ and MTAE‐related compounds required to form domes in RCM‐1 cell culture. Then we found that methylthioacetic acid (MTA) was the lowest molecular weight compound with the most potent activity in this regard, and that the methylthio group was essential for its activity. Furthermore, we carried out microarray and pharmacological analyses to elucidate the underlying mechanisms of the MTA‐induced dome formation and determined the involvement of the cell division cycle 25A (CDC25A) phosphatase and possibly cyclin E2 (CCNE2), both G1 regulators of cell‐cycle control, in the MTA pathway.

## Materials and methods

### Chemicals

MTA was obtained from Matrix Scientific (Elgin, SC, USA), whereas MTPE and MTAE were purchased from Avocado Research Chemicals, Ltd. (Heysham, Lancashire, UK). Methoxyacetic acid, 3‐methylthiopropionic acid and methylthioacetic acid methyl ester were obtained from Tokyo Chemical Industry Co., Ltd. (Tokyo, Japan). Unless otherwise noted, all other chemicals were purchased from Fujifilm Wako Pure Chemical Corporation (Osaka, Japan). The cell‐cycle inhibitors purvalanol A and NSC95397 were purchased from Cosmo Bio Co., Ltd. (Tokyo, Japan) and Merck KGaA (Darmstadt, Germany), respectively. The following compounds of >95% purity that were used in the structure–activity relationship analyses were a gift from the Laboratory of Synthetic Chemistry of Functional Molecules, Graduate School of Life and Environmental Sciences, Kyoto Prefectural University: mercaptoacetic acid ethyl ester, mercaptoacetic acid propyl ester, mercaptoacetic acid butyl ester, mercaptopropionic acid ethyl ester, mercaptopropionic acid methyl ester, mercaptopropionic acid propyl ester, methylthioacetic acid propyl ester, 3‐methylthiopropionic acid propyl ester, 4‐methylthiobutyric acid, 4‐methylthiobutyric acid methyl ester, 4‐methylthiobutyric acid ethyl ester, 5‐methylthiovaleric acid, 5‐methylthiovaleric acid methyl ester, 5‐methylthiovaleric acid ethyl ester, ethylthioacetic acid ethyl ester, ethylthioacetic acid methyl ester, ethylthioacetic acid propyl ester, 3‐ethylthiopropionic acid, 3‐ethylthiopropionic acid methyl ester, 3‐ethylthiopropionic acid ethyl ester, 4‐ethylthiobutyric acid, 4‐ethylthiobutyric acid methyl ester, 4‐ethylthiobutyric acid ethyl ester, propylthioacetic acid, propylthioacetic acid methyl ester, 3‐propylthiopropionic acid and 3‐propylthiopropionic acid ethyl ester.

### Cell culture

RCM‐1 cells were obtained from Japanese Collection of Research Bioresources Cell Bank (JCRB0256, RRID: CVCL_1648). Ehrlich cells were purchased from RIKEN Cell Bank (RCB0142, RRID: CVCL_3873, Tsukuba, Ibaraki, Japan). WB‐F344 and CoCM‐1 cells were kindly gifted by J.W. Grisham and M.S. Tsao of University of North Carolina (USA) and H. Kataoka of University of Miyazaki (Japan), respectively. HCT116 cells were a kind gift from M. Brattain (Baylor College of Medicine, USA). WB‐Ha‐ras, WB‐neu, WBsrc‐neo2, WB‐myc/ras, MSU‐2 and Ming cells were obtained from Michigan State University (USA). BxPC3, HaPT1 and HPD1NR cells were obtained from Nara Medical University (Japan). KNC cells were established by Y. Nakamura of Kyoto Prefectural University (Japan) [23]. RCM‐1, Ehrlich, CoCM‐1, BxPC3, HaPT1 and HPD1NR cells were cultured in a medium made up of equal volumes of RPMI 1640 and Ham’s F12 (Life Technologies, Carlsbad, CA, USA) and supplemented with 10% FBS (Biowest, Nuaillé, France) and 10 μg·mL^−1^ gentamicin (Thermo Fisher Scientific, Waltham, MA, USA). WB‐Ha‐ras cells were grown in modified Eagle’s medium (Gibco, Grand Island, NY, USA) supplemented with 5% FBS. WB‐neu and WB‐myc/ras cells were incubated in modified Eagle's medium supplemented with 7% FBS and 50 μg·mL^−1^ gentamicin. KNC cells were grown in defined keratinocyte serum free medium (Gibco) containing 10% FBS. The remaining cells were cultured in modified Eagle's medium supplemented with 10% FBS. All cells were cultured at 37 °C in 5% CO_2_ atmosphere.

### Dome formation assay

The dome formation assay for evaluating the ability of the different chemicals to induce domes in RCM‐1 cell culture was carried out according to a previously described method [22]. In brief, RCM‐1 cells (1.0 × 10^5^ or 1.5 × 10^5^) were seeded into 96‐well plates and cultured to near confluency, after which they were treated with different concentrations of the chemical compounds for 48 h. Thereafter, the number of domes formed was counted under a ZEISS Axiovert 25 microscope (Oberkochen, Germany). The ED_50_ value was used as an index to estimate the activity of the chemicals, where it was defined as the lowest dose (mm) at which the dome number was enhanced by more than 1.5‐fold compared with that of the mock control.

### ALP activity

ALP activity was measured by LabAssay™ ALP kit according to the supplier's instructions (Fujifilm Wako Pure Chemical Corporation). In brief, after two washes with PBS, cells were lysed with the help of sonication for 10 s in a buffer containing 0.1 m carbonate, 2 mm MgCl_2_ (pH 9.8) and 0.3% Nonidet P‐40. Cell lysates were applied to ALP reaction using p‐nitrophenylphosphate, an ALP substrate, for 15 min at 37 °C, followed by measuring the absorbance at 405 nm (*A*_405 nm_) with the microplate reader (Mithras LB 940; Berthold Technologies GmbH & Co.KG, Bad Wildbad, Germany). Protein concentration in the lysate was determined using Protein Assay Bradford Reagent (Fujifilm).

### MTA treatment

One millimolar of MTA was applied to nearly confluent RCM‐1 cells for different periods, which were determined dependent on each analysis. In the microarray, RT‐PCR and immunoblot analyses, following incubation with MTA, the MTA‐containing medium was replaced with the corresponding vehicle medium, and the cells were further cultured until cell harvesting. As a control, acetonitrile (the solvent used to dissolve MTA) was applied to the cells at the final concentration of 0.1%. The dome number was checked every time to evaluate the effectiveness of MTA in each experiment.

### Microarray analysis

The microarray analysis for comprehensive gene expression was delegated to Affymetrix Japan K.K. (Tokyo, Japan). Total RNA was extracted from the MTA‐treated RCM‐1 cells using the SV Total RNA Isolation System according to the manufacturer's instructions (Promega Corporation, Madison, WI, USA) and then shipped to the company. The relative expression data were presented as a heatmap using multiexperiment viewer software version 4.9.0 (RRID: SCR_001915, The Institute for Genomic Research, Rockville, MD, USA) [24].

### RT‐PCR

Total RNA extracted from the RCM‐1 cells was subjected to reverse transcription in a 50‐μL cocktail containing the RNA (2.5 μg), 1 × RT buffer, 0.5 mm dNTPs, 5 μm oligo(dT) primer, 40 U RNase inhibitor, and 200 U GeneAce Reverse Transcriptase (Nippon Gene Co., Ltd., Tokyo, Japan). The resulting cDNA (1 μL) was used as a template for PCR in a 20‐μL reaction mixture containing 1× Green GoTaq Flexi Buffer, 0.3 mm dNTPs, 2.0 mm MgCl_2_, 0.4 μm of each primer and 1 U GoTaq DNA polymerase (Promega Corporation). The PCR program was as follows: an initial denaturation step at 95 °C for 1 min, followed by 23–35 cycles at 98 °C for 10 s, 64–67 °C for 30 s and 72 °C for 15 s, and finally an extension step at 72 °C for 7 min. The following three sets of primers were used to amplify the target genes: 5′‐AGGAAAACTACCCAGGATGTCA‐3′ and 5′‐ATCAGGCAAAGGTGAAGGATTA‐3′ for the *CCNE2* gene; 5′‐ACCGTCACTATGGACCAGC‐3′ and 5′‐TTCAGAGCTGGACTACATCC‐3′ for *CDC25A*; and 5′‐GCACCGTCAAGGCTGAGAAC‐3′ and 5′‐TGGTGAAGACGCCAGTGGA‐3′ for the *glyceraldehyde 3‐phosphate dehydrogenase* (*GAPDH*) gene used as the internal control. The intensity of the PCR bands was estimated using imagej software (RRID: SCR_003073, http://rsb.info.nih.gov/ij/, The National Institutes of Health, Bethesda, MD, USA). After normalization with the *GAPDH* expression level, the expression of each gene was recorded as a relative value to that of the initial time (0 h, set as 1.00).

### Gene function analysis

Gene Ontology (GO) enrichment analysis and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis of microarray data were performed via DAVID Bioinformatics Resources 6.8 (RRID: SCR_001881, https://david.ncifcrf.gov/home.jsp) for the differentially expressed genes in MTA‐treated RCM‐1 cells [25, 26]. The data were further applied to Gene Set Enrichment Analysis (GSEA) using GSEA v4.1.0 software (RRID: SCR_003199, http://www.broadinstitute.org/gsea/index.jsp) with 1000 gene set permutations using the ‘Diff_of_Classes’ gene‐ranking metric with the collections ‘c5.bp.v7.1symbols.gmt’ and ‘c2.cp.kegg.v7.1.symbols.gmt’ [27].

### Immunoblot analysis

The immunoblot analysis was performed according to the supplier's instructions (GE Healthcare Ltd., Buckinghamshire, UK). In brief, the RCM‐1 cell lysates were separated by 10% SDS/PAGE, and the bands were blotted onto a poly(vinylidene difluoride) membrane. The membrane was then sequentially incubated with the following solutions at room temperature: 5% skim milk in PBS containing 0.1% Tween 20 for 1 h; the primary antibodies against human CCNE2 (1 : 2000, RRID: AB_1847388; Merck KGaA), human CDC25A (1 : 100, RRID: AB_627226; Santa Cruz Biotechnology, Inc., Dallas, TX, USA) or chicken actin (1 : 2000, RRID: AB_63314; Life Technologies) for 2 h; and the horseradish peroxidase‐conjugated secondary antibodies (1 : 1500–2500) against anti‐chicken IgY for CCNE2 detection (RRID: AB_228385; Life Technologies), and anti‐mouse IgG for CDC25A and actin detection (RRID: AB_2687537; SeraCare Life Sciences, Inc., Milford, MA, USA) for 1 h. The immunoreactive CCNE2 protein was visualized on X‐ray film using the enhanced chemiluminescence detection system (GE Healthcare). In contrast, the signal of immunoreactive CDC25A was directly detected by the chemiluminescence CCD imaging system (Ez‐Capture MG; ATTO Co., Tokyo, Japan), following the visualization with WSE‐7120 EzWestLumi plus reagent (ATTO).

### Statistical analysis

Values are presented as the average dome number of each experiment. Statistical significance was determined using one‐way ANOVA, followed by Dunnett’s test for comparisons between the test and control groups, or the Tukey–Kramer honestly significant difference (HSD) test for multiple comparisons.

## Results

### Structure–activity relationship of MTPE and MTAE analogues

A structure–activity relationship analysis was performed to determine the most crucial MTPE and MTAE moiety required to induce differentiation of the RCM‐1 cells into dome tissue. Among the 37 related compounds tested, compounds **1–12** (including MTPE and MTAE) exhibited obvious dome‐inducing activity in the RCM‐1 cell culture (Table 1), whereas compounds **13–37** showed no such activity (Table 2). The dome‐inducing activity of compounds **1**–**12** was in the order of **2** > **6** > **3** > **5** > **7** > **9** > **4** (MTAE) > **8** (MTPE) > **11** > **1** > **10** > **12**. These compounds were divided into two classes of high (ED_50_ < 1 mm, compounds **2–9**) and low (ED_50_ > 1 mm, compounds **1** and **10–12**) activities. All active compounds with a methyl group at the R_1_ position belonged to the high‐activity class, except for compound **10** with its relatively lower activity (ED_50_ = 1.65 mm). Three compounds (**1**, **11** and **12**) in the low‐activity class possessed either a hydrogen atom or an ethyl group at R_1_, instead of a methyl group. Among the 12 active compounds, the number of carbon atom of methylene chains at R_2_ was limited to two or less, and that of the alkyl chains at R_3_ was three or less. Furthermore, the activity fluctuated depending on the number of carbon atom of alkyl chains there, implying an odd–even effect on the dome‐inducing capacity.

**Table 1:** Analogues of MTPE and MTAE with dome‐formation‐inducing activity. *M*_r_, relative molecular mass.
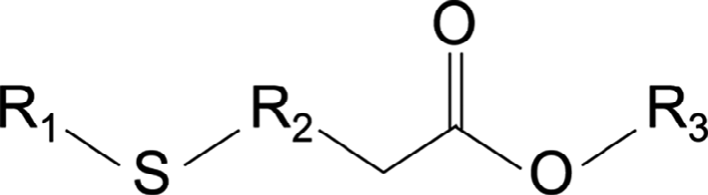

Compound no.	Name	R_1_	R_2_	R_3_	ED_50_ ^a^ (mm)	*M*_r_
1	Mercaptopropionic acid ethyl ester	H	CH_2_	C_2_H_5_	1.32	134
2	MTA	CH_3_	–	H	0.13	106
3	Methylthioacetic acid methyl ester	CH_3_	–	CH_3_	0.38	120
4	MTAE	CH_3_	–	C_2_H_5_	0.61	134
5	Methylthioacetic acid propyl ester	CH_3_	–	C_3_H_7_	0.39	148
6	3‐Methylthiopropionic acid	CH_3_	CH_2_	H	0.35	120
7	3‐Methylthiopropionic acid methyl ester	CH_3_	CH_2_	CH_3_	0.50	134
8	MTPE	CH_3_	CH_2_	C_2_H_5_	0.71	148
9	3‐Methylthiopropionic acid propyl ester	CH_3_	CH_2_	C_3_H_7_	0.52	162
10	4‐Methylthiobutyric acid	CH_3_	C_2_H_4_	H	1.65	134
11	Ethylthioacetic acid	C_2_H_5_	–	H	1.07	120
12	Ethylthioacetic acid methyl ester	C_2_H_5_	–	CH_3_	1.72	134

^a^ ED_50_ means the lowest dose needed to trigger more than 1.5‐fold increase in the dome number over the control.

**Table 2:** Analogues of MTPE and MTAE with undetectable dome‐formation‐inducing activity.*M*_r_, relative molecular mass.

Compound no.	Name	R_1_	R_2_	R_3_	ED_50_ ^a^ (mm)	*M*_r_
13	Mercaptoacetic acid	H	–	H	ND	92
14	Mercaptoacetic acid methyl ester	H	–	CH_3_	ND	106
15	Mercaptoacetic acid ethyl ester	H	–	C_2_H_5_	ND	120
16	Mercaptoacetic acid propyl ester	H	–	C_3_H_7_	ND	134
17	Mercaptoacetic acid butyl ester	H	–	C_4_H_9_	ND	148
18	Mercaptopropionic acid	H	CH_2_	H	ND	106
19	Mercaptopropionic acid methyl ester	H	CH_2_	CH_3_	ND	120
20	Mercaptopropionic acid propyl ester	H	CH_2_	C_3_H_7_	ND	148
21	4‐Methylthio butyric acid methyl ester	CH_3_	C_2_H_4_	CH_3_	ND	148
22	4‐Methylthio butyric acid ethyl ester	CH_3_	C_2_H_4_	C_2_H_5_	ND	162
23	5‐Methylthiovaleric acid	CH_3_	C_3_H_6_	H	ND	148
24	5‐Methylthiovaleric acid methyl ester	CH_3_	C_3_H_6_	CH_3_	ND	162
25	5‐Methylthiovaleric acid ethyl ester	CH_3_	C_3_H_6_	C_2_H_5_	ND	176
26	Ethylthioacetic acid ethyl ester	C_2_H_5_	–	C_2_H_5_	ND	148
27	Ethylthioacetic acid propyl ester	C_2_H_5_	–	C_3_H_7_	ND	162
28	3‐Ethylthiopropionic acid	C_2_H_5_	CH_2_	H	ND	134
29	3‐Ethylthiopropionic acid methyl ester	C_2_H_5_	CH_2_	CH_3_	ND	148
30	3‐Ethylthiopropionic acid ethyl ester	C_2_H_5_	CH_2_	C_2_H_5_	ND	162
31	4‐Ethylthiobutyric acid	C_2_H_5_	C_2_H_4_	H	ND	148
32	4‐Ethylthiobutyric acid methyl ester	C_2_H_5_	C_2_H_4_	CH_3_	ND	162
33	4‐Ethylthiobutyric acid ethyl ester	C_2_H_5_	C_2_H_4_	C_2_H_5_	ND	176
34	Propylthioacetic acid	C_3_H_7_	–	H	ND	134
35	Propylthioacetic acid methyl ester	C_3_H_7_	–	CH_3_	ND	148
36	3‐Propylthiopropionic acid	C_3_H_7_	CH_2_	H	ND	148
37	3‐Propylthiopropionic acid ethyl ester	C_3_H_7_	CH_2_	C_2_H_5_	ND	176

^a^ ED_50_ means the lowest dose needed to trigger more than 1.5‐fold increase in the dome number over the control.

MTA (compound **2**), which had the lowest molecular weight among the 37 MTPE and MTAE analogues, exhibited the most potent dome‐inducing activity (ED_50_ = 0.13 mm) (Table 1), suggesting that it was the minimum unit required to trigger dome formation. Therefore, we performed further analysis to determine whether the methylthio group in MTA is essential for inducing dome formation, by substituting oxygen, nitrogen, or carbon for the sulphur atom. As shown in Table 3, the three MTA derivatives (compounds **2a**, **2b** and **2c**) without a sulphur atom did not promote dome formation at all, confirming the significance of the methylthio group in exerting the strong induction activity. Furthermore, MTA was shown to induce ALP activity as a biochemical differentiation marker in RCM‐1 cells at even higher levels than MTPE (Fig. 1) [9]. Because MTA exhibited the most potent activity, we used it to carry out the further experiments, with its concentration set at 1 mm to secure the reproducibility of its action.

**Table 3:** MTA derivatives subjected to structure–activity relationship analysis. 
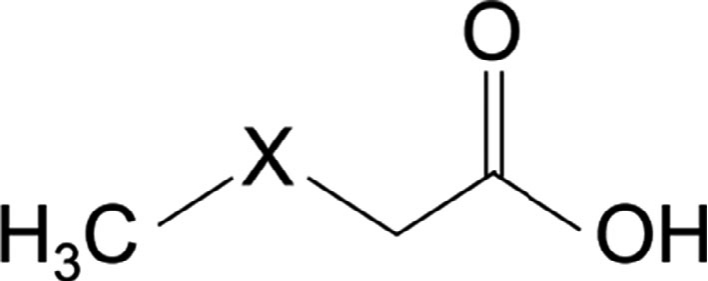

Compound no.	Name	X	ED_50_ ^a^ (mm)
**2**	MTA	S	0.13
**2a**	Methoxyacetic acid	O	ND
**2b**	Sarcosine	N	ND
**2c**	Butyric acid	C	ND

^a^ ED_50_ means the lowest dose needed to trigger more than 1.5‐fold increase in the dome number over the control.

**Fig. 1:**
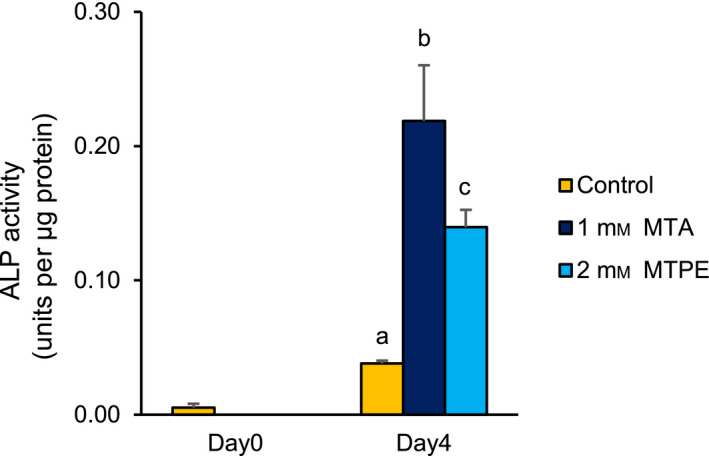
Increased ALP activity by administration of MTA or MTPE in RCM‐1 cells. RCM‐1 cells (1 × 10^5^) were seeded into 96‐well plates and cultured to near confluency. The cells were then incubated for 4 days with 1 mm MTA or 2 mm MTPE. In a control experiment, the cells were incubated without the chemicals (0.1% acetonitrile). ALP activity was measured by a spectrophotometric method using LabAssay™ ALP kit. The values of each group show mean ± SD of three experiments. Values with different letters are significantly different by one‐way ANOVA followed by Tukey–Kramer HSD test (*P* < 0.01).

### Microarray analysis to define candidate genes involved in MTA‐induced dome formation

Microarray analysis is effective for finding the candidate genes involved in MTA‐induced dome formation. To conduct this analysis, we had previously determined the adequate duration of MTA treatment for RCM‐1 differentiation induction. As shown in Fig. 2, the dome number was increased nearly six times compared with that of the mock control when RCM‐1 cells were treated with MTA for 6 h and then cultured in MTA‐free medium until 48 h, allowing the domes to grow enough to be observed under a microscope. The number was further increased with prolongation of the MTA treatment for 12 and 24 h. Thus, MTA treatment for 6–24 h was considered to be sufficient to trigger dome formation. Therefore, for the microarray analysis, we treated RCM‐1 cells with MTA for 6, 12 or 18 h, and then cultured the cells in the vehicle medium until 24 h, at which time the dome tissues were mostly undetectable.

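RCM‐1 is a human colorectal cancer cell line, and domes are blister‐like areas in which the cell sheet lifts off the culture plate over fluid that the polarised cells have moved beneath it. Gene expression was measured on 4 oligonucleotide arrays, 1 for each duration of treatment with methylthioacetic acid (MTA, 1 mM): 0, 6, 12 and 18 h. Cells treated for 6, 12 and 18 h had spent 18, 12 and 6 h in MTA‐free medium at harvest, so a longer exposure goes with a shorter time after removal. The 0 h array served as the control for every ratio. Whether its cells were also kept to 24 h is not stated outright in the sources used here. If they were harvested earlier, culture age would differ between the arrays, and every ratio to 0 h would include that difference. There are no replicates, so no test was made, and the number of arrays limits the precision of every value.

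The authors deposited MAS5 signals from Affymetrix Expression Console, which are intensities on a linear scale, 1 per probe set. Their median over all probe sets of the array was 16.73 at 0 h, 20.83 at 6 h, 16.61 at 12 h and 16.41 at 18 h. The paper's text gives the number of detected probes but not the intensity that defined them. As many probe sets as the paper counts as detected were therefore kept, those with the highest mean log2 signal over the 4 arrays, with control probe sets left out. The lowest mean signal among them was 34. Signals were used with the deposited scaling, without a pseudocount, and each log2 ratio compares an MTA array with the 0 h array.

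Over the kept probe sets the median log2 ratio was 0.12 at 6 h, −0.28 at 12 h and −0.45 at 18 h. Poly‐A control transcripts, which are added to the RNA before labelling, had a mean log2 ratio of 0.20 at 6 h, 0.03 at 12 h and −0.25 at 18 h over 12 probe sets. Hybridization controls, which are added after labelling, had 0.02, −0.27 and −0.05 over 9 probe sets. The signal ratio of the 3′ to the 5′ probe set of GAPDH, a sign of RNA integrity, was 1.64, 1.44, 1.53 and 1.63 at 0, 6, 12 and 18 h, and that of ACTB was 5.76, 4.76, 5.86 and 6.45. Between the 2 brightest kept probe sets of a gene the log2 ratio at 18 h differed with an SD of 0.479 over 4676 genes. This spread is between probe sets on the same arrays and says nothing of the variation between cultures. Whether all of it is technical was not tested.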

**Fig. 2:**
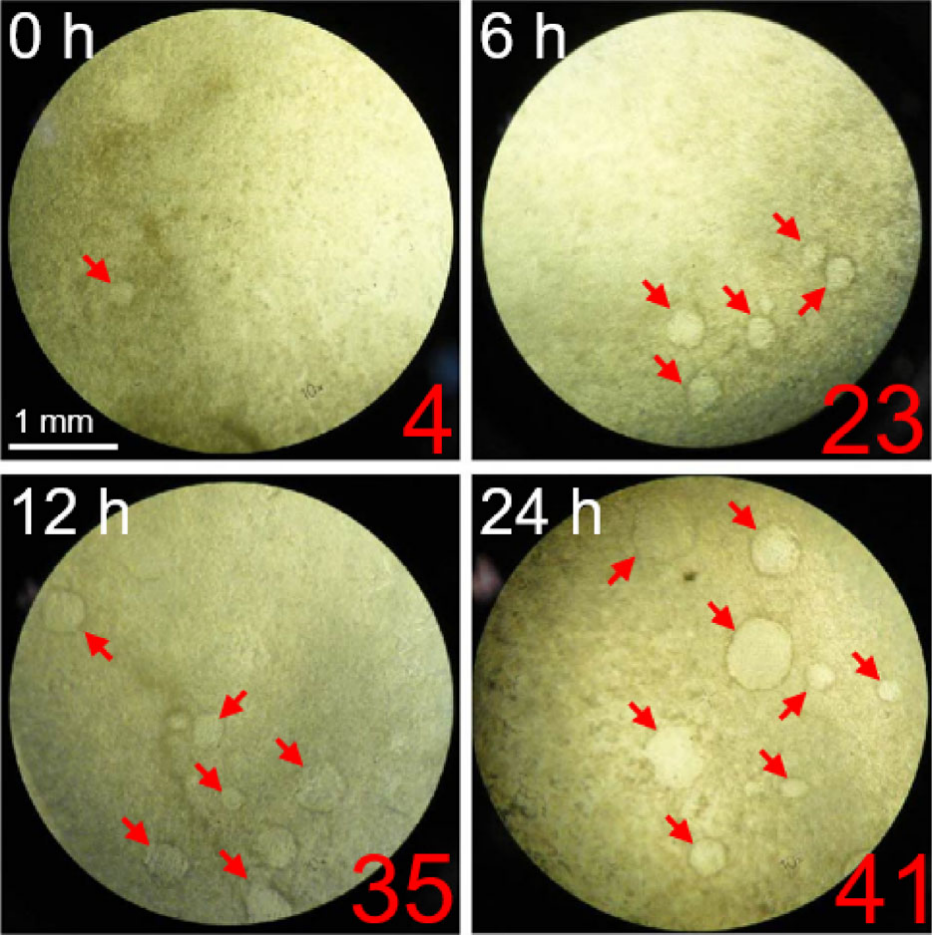
MTA enhancement of dome formation in RCM‐1 cell culture. MTA (1 mm) was applied to nearly confluent RCM‐1 cells cultured for the indicated hours, followed by additional culture in MTA‐free medium until 48 h after MTA addition. Micrographs show the domes (arrows) formed in a 24‐well plate with their numbers. Scale bar: 1 mm.

The GeneChip Human Genome U133 Plus 2.0 Array (Affymetrix) was used to comprehensively identify the genes with altered expression levels upon MTA treatment. As depicted in Fig. 3A, among the entire set of 54 675 probes applied, 20 954 probes were detected, of which 537 (log_2_ ratio < −1.5) and 117 (log_2_ ratio > 1.5) genes were strongly down‐regulated and up‐regulated by the 18‐h MTA treatment, respectively, relative to the mock control levels (Fig. 3B,C). These genes were then applied to the GO enrichment analysis via DAVID. 

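After 18 h of MTA treatment, the genes with the lowest ratios to 0 h had log2 ratios below −2. FOSL1, a subunit of the transcription factor AP‐1, had a log2 ratio of −3.28, with signals of 474.1 at 0 h and 48.69 at 18 h. AVEN, an inhibitor of apoptosis, had −2.57, CHAC2, an enzyme that degrades glutathione, −2.56, and TNFRSF12A, the receptor of the cytokine TWEAK, −2.43. WDR4, a subunit of the enzyme that methylates transfer RNA, had −2.44, and TOE1, an exonuclease that trims small nuclear RNA, had −2.41. The 15 genes with the lowest ratios also held CDC25A, CCNE2 and BYSL, and, at −3.16, −2.62, −2.45, −2.44 and −2.41, UTS2R, NCDN, MPV17L2, GPAT3 and PGP. UNK completed them at −2.42, but a second kept probe set of UNK had 0.28. At 18 h the signals of CDC25A, UTS2R, NCDN and MPV17L2 lay below the lowest mean signal kept.

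Of the kept probe sets, 651 had a log2 ratio below −1.5 and 200 had one above 1.5, which stand for 512 and 157 genes by probe sets with 1 gene symbol. The ratios ranged from −4.45 to 4.23. Of the probe sets beyond the threshold, 76.5% were lower (exact Clopper‐Pearson 95% interval 73.5 to 79.3, which covers counting error only). This split depended on the filter and on the scaling of the arrays. Without a filter 6043 were lower and 6367 higher. With the ratios centred on their median 130 probe sets were lower and 482 higher, and with quantile normalization 178 were lower and 357 higher. With scalings chosen after the values had been seen, 252 were lower and 328 higher relative to the poly‐A controls, and 104 were lower and 566 higher when each array was divided by its trimmed mean.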

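Several genes that the paper groups under cell‐cycle terms had lower signals after 18 h of MTA treatment than at 0 h. DTL, which directs the destruction of the licensing factor CDT1, had log2 ratios of −2.40 and −2.17 on a pair of probe sets. MCM10, which helps to assemble the replication fork, had −2.16 and −1.83, and −1.16 on a dimmer kept probe set outside Table 4. E2F8, a transcription factor of the E2F family, had −1.90, and UHRF1, which maintains DNA methylation during replication, had −1.63. AREG, a ligand of the epidermal growth factor receptor, had −1.53. CDK12, a kinase that acts in transcription elongation, had −2.13 on the probe set of Table 4, but −1.12 on its brightest and from −1.50 to −0.61 on its other kept probe sets.

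These genes belong to 45 that Table 4 of the paper groups under cell‐cycle terms. All 51 probe sets listed there were below −1.5, with a median log2 ratio of −1.81 and a range from −3.09 to −1.53. The 26 probe sets of DNA replication had a median of −1.75 and the 2 of endoreduplication −1.59. The 13 probe sets of DNA replication initiation had a median of −2.02, the 12 of the regulation of the cell cycle −2.13 and the 18 of cell proliferation −1.87. The paper chose the genes on these arrays, so their count is not independent evidence of the direction.

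Other probe sets of the same genes gave smaller differences, a comparison made after the values had been seen. By the brightest kept probe set of each gene, 26 of 44 genes were below −1.5, with a median of −1.60. For 19 of them that probe set is not in Table 4: their median was lower by 1.00 than at 0 h, and only CDC25A was below −1.5. RAC1, CUL2, PURA and TBRG1, at −0.30, −0.43, −0.29 and −0.27, lay above the median of all genes. After median centring 15 of the 51 listed probe sets were below −1.5, and after quantile normalization 23.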

For the 537 down‐regulated genes, 64 terms (*P* < 0.05) were selected in the GO category of ‘biological process’, which included six terms related to cell‐cycle control to which 45 of the down‐regulated genes belonged (Table 4). Furthermore, three of these GO terms, namely, ‘DNA replication (*P*‐value = 1.9E‐9, the second place)’, ‘DNA replication initiation (*P*‐value = 8.7E‐7, the third)’ and ‘G1/S transition of mitotic cell cycle (*P*‐value = 2.3E‐4, the eighth)’, were ranked in the top 10 GO terms (Fig. 4A), although the first place was yielded to ‘rRNA processing (*P*‐value = 2.3E‐15)’. In contrast, only five GO terms were annotated for the 117 up‐regulated genes, of which no cell‐cycle‐related term was recovered (Fig. 4B). 

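Genes of DNA replication and of ribosome assembly were lower at 18 h as groups. Of 68 measured genes of ribosome biogenesis, which process ribosomal RNA and build the subunits in the nucleolus, 52 had a log2 ratio below −1, 22 of them below −1.5, and none was above 1. BYSL, needed to mature the small subunit, had −3.09, PNO1 −2.27, UTP20 −2.14 and RRP12 −2.11. Of 45 genes of the DNA replication machinery, 24 were below −1, 9 of them below −1.5, and none was above 1. CDC45, part of the replicative helicase, had −2.32, the lowest of them. Cytosolic ribosomal proteins, the building blocks themselves, had no member of 42 below −1. Except for RPLP2, at 142.7, their signals at 0 h ran from 7767 to 18539. Among the genes of ribosome biogenesis and DNA replication only NPM1, at 12428, reached this range, and it had −0.33. Whether ratios are smaller at such signals was not tested, so brightness and function are not told apart here.

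The median log2 ratio over all 10505 genes with a kept probe set was −0.47 at 18 h, so each list is given relative to it. The median of ribosome biogenesis was −1.25, a shift of −0.79, and that of DNA replication was −1.06, a shift of −0.60. Among 10000 random lists of as many genes with matched signals, both medians were at percentile 0, as were those for ribosome biogenesis at 6 and 12 h. For DNA replication the median was 0.15 at 6 h and −0.41 at 12 h, at percentiles 90.3 and 11.6. The percentiles describe these arrays, not the treatment in general. The paper's Table 4 holds 10 of the replication genes and 4 of the ribosome biogenesis genes.

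**Figure D1:**
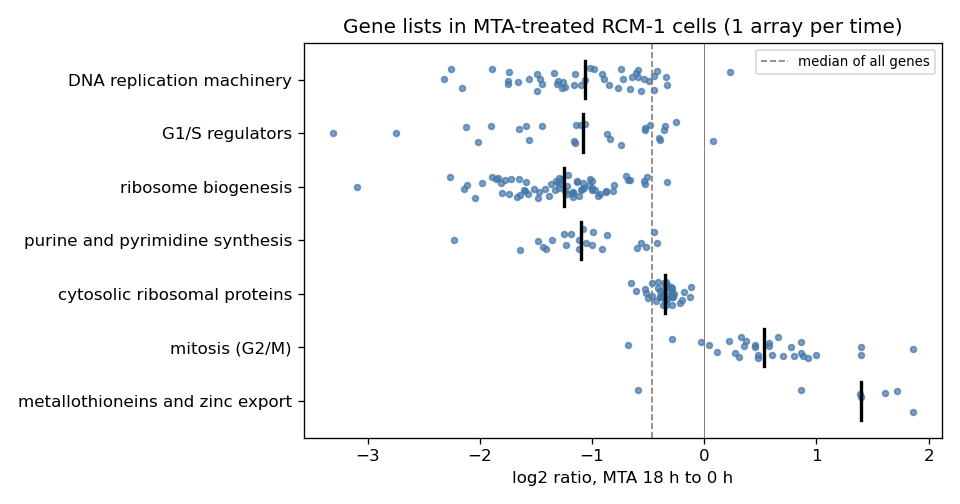
Log2 ratio of signals at 18 h of MTA to 0 h, for the measured members of 7 gene lists, with a point for each gene, a thick bar at the list's median and a dashed line at the median of all genes, −0.47. The medians of DNA replication, G1/S, ribosome biogenesis and nucleotide synthesis lie left of the dashed line, and those of ribosomal proteins, mitosis and metallothioneins right of it, and most ribosomal protein ratios change sign under other scalings of the arrays.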

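Metallothioneins, small proteins that bind zinc and copper, were among the genes with higher signals at 18 h than at 0 h. Of 7 measured genes of metallothioneins and zinc export, 5 had a log2 ratio above 1, led by MT1X at 1.86, MT1G at 1.72, MT1H at 1.61 and MT2A at 1.40. The list's median was 1.89 at 6 h, 1.56 at 12 h and 1.40 at 18 h, at percentile 100 of the random lists each time. MT1HL1, a related gene, had 2.73, with signals of 145.2 at 0 h and 961 at 18 h. Probes of these similar genes can take up each other's transcripts, so the members are not independent readings. SLC30A1, which exports zinc from the cell, had −0.59, a sign that turns under other scalings of the arrays.

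TP53INP1, a target of p53 that promotes autophagy and cell death, had a log2 ratio of 2.60. NEURL1B, a ubiquitin ligase of the Notch pathway, had 2.68, PRSS33, a serine protease, had 2.62, and DHRS2, a mitochondrial reductase, had 2.74. The 15 genes with the highest ratios also held COL1A1, PLEKHH2, KRTAP3‐1, CYP39A1, GDPD1, SYNGR3, PNMA2, TPTE2P6, HAPLN3 and ETV1, from 4.23 to 2.55. COL1A1, a collagen of connective tissue, had the highest ratio, but a second kept probe set of it had −0.57. Its other probe sets, too dim to be kept, had 2.49, 1.89 and 1.48. Of the 200 probe sets above 1.5, 139 (69.5%) had a signal at 0 h below the lowest mean signal kept, so the size of those ratios rests on a dim reading.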

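In these cells the replication side and the division side of the cell cycle stood apart at 18 h of MTA treatment. No gene of 30 in a list of mitosis genes had a log2 ratio below −1, and 4 were at or above 1. They were KIF20A, a kinesin of cytokinesis, at 1.86, CENPF, a kinetochore protein, and HMMR, a spindle protein, both at 1.40, and NEK2, a centrosome kinase, at 1.00. The median of this list was 0.46 at 6 h, 0.36 at 12 h and 0.53 at 18 h, at percentile 100 of signal‐matched random lists each time. Genes named as inhibitors of cyclin‐dependent kinases had a median of 0.27 over 6 measured genes, with CDKN2B at 0.84, CDKN3 at 0.59, CDKN1C at 0.52 and CDKN2A at 0.02. A median over so few genes can rest on 1 member. The list was not tested without CDKN3, and whether each member acts as an inhibitor in these cells was not tested. CDKN1A and CDKN1B, named after their values had been seen, had −0.02 and −0.34, signs that turn under other scalings of the arrays. CDKN1A had 1.04 at 6 h and 0.81 at 12 h.

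Genes of nucleotide synthesis had lower signals at 18 h as a group. Of 22 genes of purine and pyrimidine synthesis, 14 were below −1, with CTPS1, which makes CTP, at −2.23, PFAS at −1.64, UMPS at −1.48 and PPAT, which opens purine synthesis, at −1.44. Their median was −1.10, at percentile 0. Of 25 genes of RNA polymerases I and III, 7 were below −1, with POLR3K at −2.03, POLR3G at −1.93, POLR1A at −1.65 and POLR1C at −1.55. The median of these polymerase genes was −0.75, at percentile 2.67, just inside the central 95% of the random lists, after percentiles of 0.21 at 6 h and 0.26 at 12 h. It lay below that range in 12 of 13 alternative settings. Settings that divide a whole array by 1 number cannot move the list's shift. Their percentiles differ from 2.67 only by a new draw of random lists, so they are no separate support. Without POLR3G, which the paper's Table 4 holds, the list's shift was −0.26 at percentile 3.85, inside that range.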

KEGG analysis via DAVID selected 10 pathways for the down‐regulated gene set, among which the ‘cell cycle (*P*‐value = 9.1E‐4)’ and ‘DNA replication (*P*‐value = 1.1E‐2)’ pathways were included (Fig. 4C), whereas no cell‐cycle‐related pathway was found for the up‐regulated gene set (Fig. 4D). Furthermore, GSEA revealed the enrichment of the ‘DNA replication (GO & KEGG)’, ‘DNA replication initiation (GO)’ and ‘cell cycle (KEGG)’ categories, supporting the analyses via DAVID (Fig. 4E–H). 

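Genes of DNA replication outside the paper's Table 4 were lower at 18 h as well. With the 10 genes of that table left out, 15 of the other 35 measured genes of the replication machinery had a log2 ratio below −1. CDC45 was the only one of them below −1.5. POLE2, a subunit of DNA polymerase epsilon, had −1.46, MCM2, a subunit of the replicative helicase, −1.45, and POLD3, of DNA polymerase delta, −1.34. RPA3, a subunit of the protein that coats single‐stranded DNA, had 0.23. POLE2, MCM2, POLD3 and RPA3 were picked after their values had been seen. The median of the 35 genes lay below that of all genes by a shift of −0.43, at percentile 0.03 of random lists matched on signal.

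For G1/S regulators, 7 of 19 genes outside Table 4 were below −1, and their shift of −0.27 was at percentile 7.42. E2F7 and MYB, at −1.65 and −1.56, were those below −1.5. GO, KEGG and GSEA enrichment itself was not analysed here, since gene sets of those collections were not used here.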

The results imply that MTA‐induced dome formation is linked with the down‐regulated genes rather than the up‐regulated ones.

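With the deposited scaling, few of the probe sets called lower at 18 h were below −1 at 6 h, while most of those called higher at 18 h were above 1 at 6 h. Of the 651 probe sets below −1.5 at 18 h, 48 (7.37%) were beyond −1 at 6 h and 428 (65.7%) at 12 h. Of the 200 above 1.5 at 18 h, 172 (86%) were beyond 1 at 6 h and 182 (91%) at 12 h. Every ratio uses the same 0 h array, and 139 of these 200 were dim on it, so their ratios at 6, 12 and 18 h are not independent and no early timing can be read from them. The shares depended on the scaling. Of the lower calls, 31 of 130 were beyond −1 at 6 h after median centring and 34 of 178 after quantile normalization, and of the higher calls 312 of 482 and 197 of 357 were beyond 1. In settings chosen after the values had been seen, 162 of 602 lower calls were beyond −1 at 6 h with each array divided by its median and 67 of 252 relative to the poly‐A controls. Relative to the hybridization controls 226 of 555 were beyond −1 at 12 h. CHAC2, for example, had log2 ratios of −0.63 at 6 h and −1.83 at 12 h, and HAPLN3, a matrix protein, had 4.33 and 3.32. The signal of HAPLN3 at 0 h, 6.871, lay below the lowest mean signal kept, so the size of its ratios rests on a dim reading. Over all kept probe sets, 7 were below −1.5 and 269 above 1.5 at 6 h, and 177 were below and 188 above at 12 h. Relative to the hybridization controls, 59 were below and 339 above at 12 h.

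Time under MTA and time after its removal change together across these arrays, so the order of the changes cannot be ascribed to either. From the larger number of down‐regulated genes and the cell‐cycle terms and pathways found among them but not among the up‐regulated ones, the paper proposes that dome formation under MTA is linked with the genes that were reduced (Fig. 4).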

**Fig. 3:**
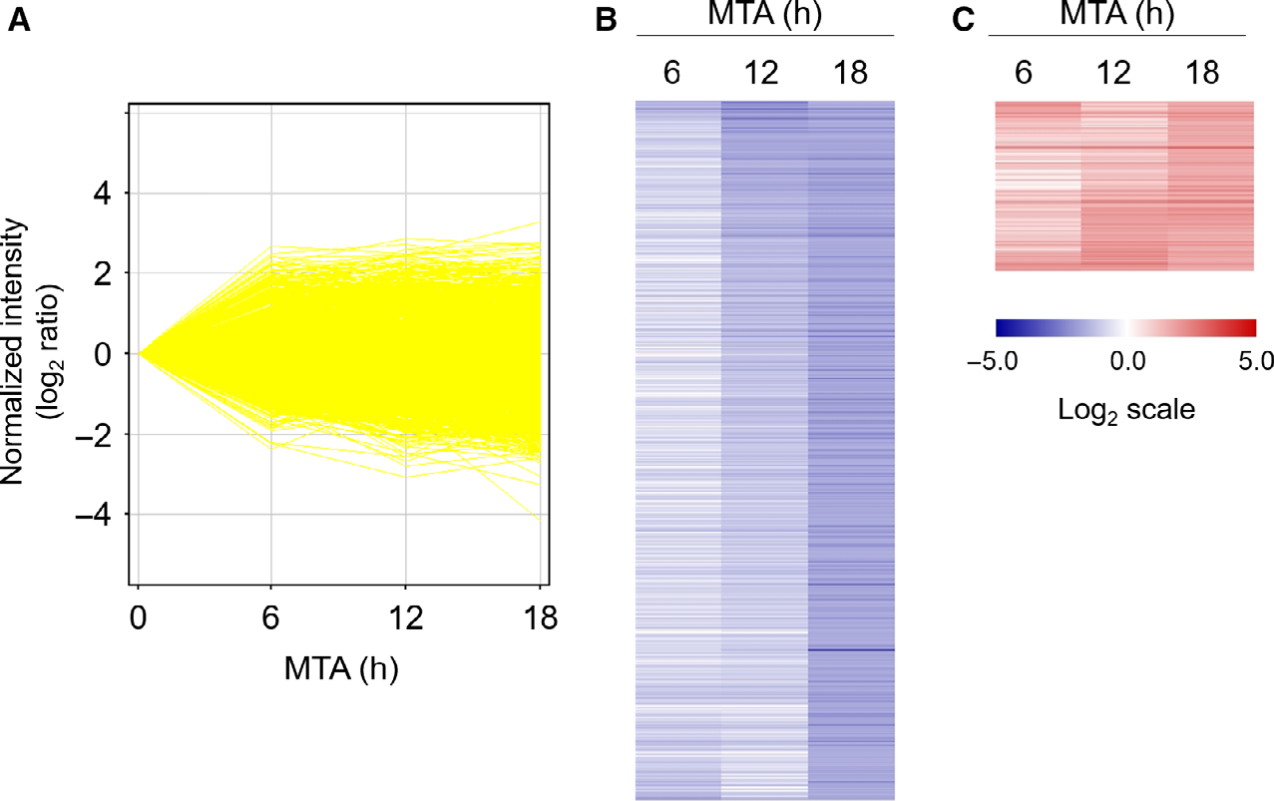
Microarray analysis of gene expression profiles in MTA‐treated RCM‐1 cells. RCM‐1 cells were treated with 1 mm MTA for the indicated times and then cultured in medium without the chemical for up to 24 h. The total RNA isolated from the cells was then subjected to microarray analysis. The gene expression profiles are depicted in two different manners. In the line graph (A), each line indicates the expression patterns of individual genes that corresponded to 20 954 probes with fluorescence intensities over the threshold. Heatmaps (B and C) of genes expressed differentially upon MTA treatment are shown in the range from lower (blue) to higher expression (red), the levels of which reached less than one‐fourth (log_2_ ratio < −1.5) (B) or more than 4‐fold (log_2_ ratio > 1.5) (C) at 18 h relative to the initial values.

**Table 4:** Enriched GO terms related to cell‐cycle control for the genes down‐regulated by MTA.

GO term	*P*‐value	Gene no.	Gene symbol (probe set ID)
DNA replication (GO:0006260)	1.9E−9	21	*ATR* (209902_at), *BARD1* (242655_at, 205345_at), *POLA2* (204441_s_at), *POLE3* (208828_at), *GINS2* (221521_s_at), *GINS3* (218719_s_at), *RBM14* (204178_s_at), *RECQL4* (213520_at), *TIPIN* (219258_at), *CDC25A* (1555772_a_at), *CDC6* (203967_at, 203968_s_at), *CINP* (217598_at), *DTL* (218585_s_at, 222680_s_at), *MCM10* (220651_s_at, 223570_at), *MCM9* (219673_at), *MCM3* (201555_at), *MCM4* (222037_at, 212141_at), *MCM5* (216237_s_at), *NFIB* (213033_s_at), *TBRG1* (225818_s_at), *TWNK* (218590_at)
DNA replication initiation (GO:0006270)	8.7E−7	9	*POLA2* (204441_s_at), *CDC6* (203967_at, 203968_s_at), *CCNE1* (213523_at), *CCNE2* (205034_at, 211814_s_at), *MCM10* (220651_s_at, 223570_at), *MCM3* (201555_at), *MCM4* (222037_at, 212141_at), *MCM5* (216237_s_at), *PURA* (229167_at)
G1/S transition of mitotic cell cycle (GO:0000082)	2.3E−4	11	*POLA2* (204441_s_at), *SKP2* (210567_s_at), *CDC25A* (1555772_a_at), *CDC6* (203967_at, 203968_s_at), *CUL2* (203078_at), *CCNE1* (213523_at), *CCNE2* (205034_at, 211814_s_at), *MCM10* (220651_s_at, 223570_at), *MCM3* (201555_at), *MCM4* (222037_at, 212141_at), *MCM5* (216237_s_at)
Regulation of cell cycle (GO:0051726)	3.9E−3	10	*E2F2* (228361_at), *JUN* (201466_s_at), *SKP2* (210567_s_at), *CDC25A* (1555772_a_at), *CCNE1* (213523_at), *CCNE2* (211814_s_at, 205034_at), *CDK12* (225691_at), *CDKL1* (235512_at), *DTL* (218585_s_at, 222680_s_at), *PES1* (202212_at)
Cell proliferation (GO:0008283)	2.2E−2	17	*CDV3* (213548_s_at), *E2F8* (219990_at), *PAK1IP1* (218886_at), *POLR3G* (206653_at), *SKP2* (210567_s_at), *WDR12* (241687_at), *AREG* (205239_at), *BYSL* (203612_at), *CDC25A* (1555772_a_at), *MCM10* (223570_at, 220651_s_at), *PES1* (202212_at), *PA2G4* (208676_s_at), *RAC1* (1567457_at), *SLC29A2* (204717_s_at), *TRIM27* (210541_s_at), *UHRF1* (225655_at), *MYC* (202431_s_at)
Positive regulation of DNA endoreduplication (GO:0032877)	4.9E−2	2	*PRELID1* (224232_s_at), *MYC* (202431_s_at)

**Fig. 4:**
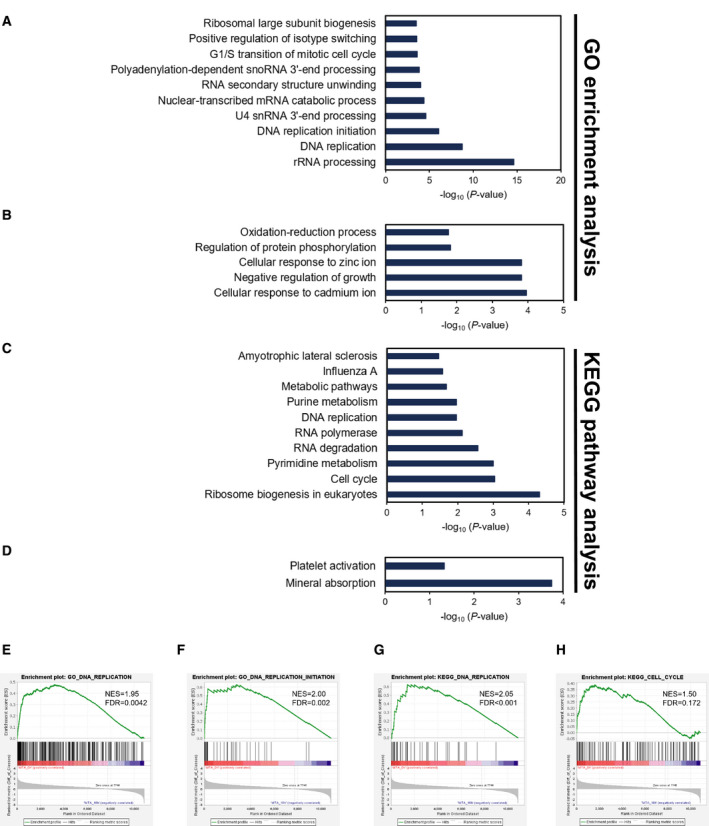
Gene function analyses of differentially expressed genes in MTA‐treated RCM‐1 cells. GO enrichment analysis (A, B) and KEGG pathway analysis (C, D) were performed using DAVID on the 537 (565 probes) and 117 genes (138 probes) that showed significantly reduced (log_2_ ratio < −1.5) and increased (log_2_ ratio > 1.5) expression levels after MTA treatment, respectively. GSEA was further performed to confirm the enrichment of GO terms and KEGG pathways via DAVID. Graph (A) shows the top 10 GO terms among 64 enriched terms in the ‘biological process’ class for the down‐regulated genes, whereas graph (B) shows all five GO terms for the up‐regulated genes. Graphs (C) and (D) show, respectively, all 10 enriched KEGG pathways for the down‐regulated genes and all two pathways for the up‐regulated genes. The GO terms and KEGG pathways with *P* < 0.05 were listed in decreasing order of the *P* value. (E, F, G, H) Graphs show GSEAs having the significant enrichment of the gene sets involved in DNA replication (E; GO), DNA replication initiation (F; GO), DNA replication (G; KEGG) and cell cycle (H; KEGG). FDR, false discovery rate; NES, normalized enrichment score.

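Regulators of entry into S phase and parts of the replication fork had lower signals at 18 h of MTA treatment than at 0 h. MYC, a transcription factor that promotes growth, had a signal of 7421 at 0 h and 2459 at 18 h, a log2 ratio of −1.59, after −0.82 at 6 h and −1.29 at 12 h. E2F2, a transcription factor of S‐phase genes, had −2.12 at 18 h, and CCNE1, the partner of CDK2 beside CCNE2, had −2.02. POLA2, a subunit of the polymerase that starts new DNA strands, had −1.89, MCM3 and MCM5, subunits of the replicative helicase, both had −1.75, and POLE3 had −1.56. ATR, the kinase that senses stalled forks, had −1.54, and −1.22 on its brightest probe set. SKP2, which marks inhibitors of cyclin‐dependent kinases for destruction, had −2.05 on a probe set that was not among the kept ones, and −1.10 on its brightest probe set. The paper's Table 5 holds these genes with CCNE2, CDC25A, MCM4 and CDC6: all 16 of its probe sets, for 13 genes, were below −1.5 at 18 h. After median centring or quantile normalization, 9 of the 16 were below −1.5.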

Interestingly, 13 MTA‐down‐regulated genes related to cell‐cycle control were shared between the GO terms and the KEGG pathways (Table 5). Besides, eight of them are annotated to the GO term ‘G1/S transition of mitotic cell cycle’. 

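Of 26 measured genes that regulate the passage from G1 to S phase, 14 had a log2 ratio below −1 at 18 h and none had one above 1. CDK4 and CDK2, the kinases that phosphorylate the retinoblastoma protein in G1, had −1.16 and −1.15, and E2F3, a transcription factor released by that step, had −1.45. CCNA2, the cyclin of S and G2 phase, had −0.40, a sign that turns under other scalings of the arrays. The list's median was 0.04 at 6 h, −0.50 at 12 h and −1.08 at 18 h. Its shift at 18 h was −0.61, at percentile 0 of the random lists, and the paper's Table 4 holds 7 of its genes. Without these 7, which the paper chose on these arrays, the shift was −0.27 at percentile 7.42, inside the central 95%. CDK4, CDK2, E2F3 and CCNA2 were picked after their values had been seen. The 15 probe sets that Table 4 lists under the G1/S transition had a median of −2.05.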

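Signals of CCNE2, CDC25A, MCM4 and CDC6 at 18 h of MTA treatment were lower than at 0 h on every probe set that the paper lists for them. CCNE2 encodes cyclin E2, which activates CDK2 at the start of S phase. On the brighter of its 2 probe sets the signal was 1012 at 0 h and 150.2 at 18 h, which is −6.74‐fold or a log2 ratio of −2.75. The dimmer one gave −2.20. CDC25A, a phosphatase that activates CDK2, had a signal of 112.3 at 0 h and 20.13 at 18 h on the probe set of Table 5, which is −5.58‐fold or a log2 ratio of −2.48. MCM4, a subunit of the replicative helicase, was −5.05‐fold and −3.37‐fold on the 2 probe sets of Table 5. CDC6, which loads that helicase onto origins, was −4.79‐fold and −4.35‐fold. The size of the difference depended on the probe set. The brightest kept probe set of MCM4, which is not in that table, had a log2 ratio of −1.26. With quantile normalization, CCNE2 had −2.24 on its brighter probe set.

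**Figure D2:**
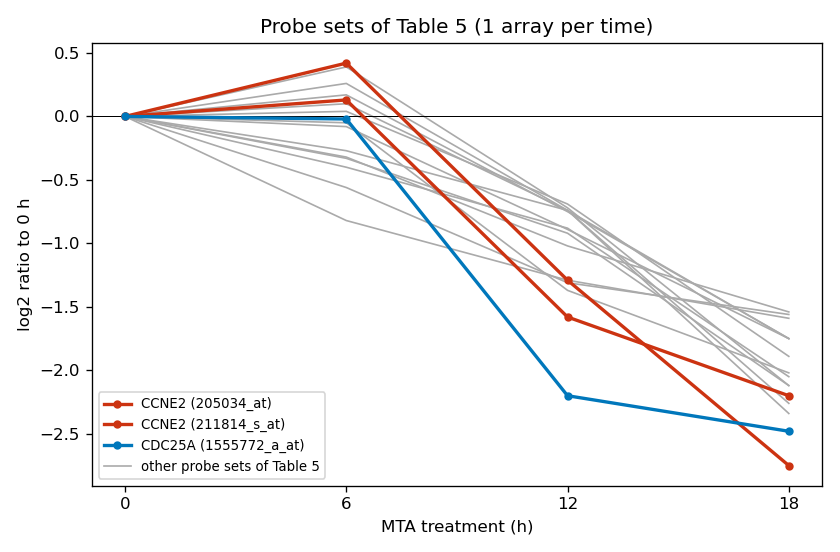
Log2 ratio to 0 h of the 16 probe sets of the paper's Table 5 against hours of MTA treatment, with 1 array per time, CCNE2 in red, CDC25A in blue and the other genes in grey. At 18 h the lines lie between −2.75 and −1.54.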

Among those genes, *CCNE2* (−6.61‐fold, 0 versus 18 h) and *CDC25A* (−5.47‐fold, 0 versus 18 h) were the most strongly down‐regulated by MTA, followed by *minichromosome maintenance complex component 4* (*MCM4*) (−4.95‐fold, 0 versus 18 h) and *cell division cycle 6* (*CDC6*) (−4.70‐fold, 0 versus 18 h) (Table 5). CCNE2 and CDC25A proteins are known to act cooperatively at a checkpoint in the G1 phase, which is thought to be a gateway from the cell division cycle to cell differentiation [28, 29]. Thus, we focused on these two genes and further examined their relationship with MTA‐induced dome formation.

**Table 5:** MTA down‐regulated genes related to cell‐cycle control.

Gene symbol	Probe set ID	Fold change^a^			GO term	KEGG pathway
		6 h	12 h	18 h		
*CCNE2*	205034_at	1.07	−2.43	−6.61	DNA replication initiation, G1/S transition of mitotic cell cycle, regulation of cell cycle	Cell cycle
	211814_s_at	−1.14	−2.97	−4.52		
*CDC25A*	1555772_a_at	−1.26	−4.56	−5.47	DNA replication, G1/S transition of mitotic cell cycle, regulation of cell cycle, cell proliferation	Cell cycle
*MCM4*	212141_at	−1.50	−1.65	−4.95	DNA replication, DNA replication initiation, G1/S transition of mitotic cell cycle	DNA replication, cell cycle
	222037_at	−1.16	−1.65	−3.31		
*CDC6*	203968_s_at	−1.04	−1.66	−4.70	DNA replication, DNA replication initiation, G1/S transition of mitotic cell cycle	Cell cycle
	203967_at	1.06	−1.64	−4.27		
*E2F2*	228361_at	−1.57	−1.88	−4.27	Regulation of cell cycle	Cell cycle
*SKP2*	210567_s_at	−1.64	−1.83	−4.05	Regulation of cell cycle, cell proliferation	Cell cycle
*CCNE1*	213523_at	−1.29	−2.57	−3.98	DNA replication initiation, G1/S transition of mitotic cell cycle, regulation of cell cycle	Cell cycle
*POLA2*	204441_s_at	−1.21	−1.60	−3.64	DNA replication, G1/S transition of mitotic cell cycle	DNA replication
*MCM3*	201555_at	−1.32	−1.84	−3.29	DNA replication, DNA replication initiation, G1/S transition of mitotic cell cycle	DNA replication, cell cycle
*MCM5*	216237_s_at	−1.11	−1.67	−3.29	DNA replication, DNA replication initiation, G1/S transition of mitotic cell cycle	DNA replication, cell cycle
*MYC*	202431_s_at	−2.19	−2.43	−2.96	Cell proliferation, positive regulation of DNA endoreduplication	Cell cycle
*POLE3*	208828_at	−1.83	−2.46	−2.90	DNA replication	DNA replication
*ATR*	209902_at	−1.55	−2.02	−2.85	DNA replication	Cell cycle

^a^ Fold change means the fluctuation in gene expression relative to the initial value (= 1.00) for each gene.

### Validation of the microarray data by RT‐PCR and immunoblotting

Because the microarray analysis indicated that MTA down‐regulated *CCNE2* and *CDC25A* significantly, we performed RT‐PCR analysis to confirm whether the two genes are indeed down‐regulated by MTA. As expected, the mRNA levels of *CCNE2* and *CDC25A* were reduced upon MTA treatment in a time‐dependent manner (Fig. 5A). Quantitative measurement of the PCR products further disclosed that the time dependency of the *CCNE2* mRNA reduction by MTA was quite similar between the microarray and RT‐PCR results (Fig. 5B). In contrast, *CDC25A* mRNA level was more gradually declined, compared with that of microarray (Fig. 5C). 

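On the arrays CCNE2 was lower only after the 6 h point. On its brighter probe set the signal was 1350 at 6 h and 414.2 at 12 h, which are log2 ratios to 0 h of 0.42 and −1.29. On the dimmer one they were 0.13 and −1.58, with signals of 156 at 0 h and 33.88 at 18 h. Both probe sets were thus higher than 0 h at 6 h by less than the SD of 0.479 between probe sets of a gene. They were lower at 12 h by more than it. With the deposited scaling, the 0.42 of the brighter one was above the SD of 0.292 found where both probe sets of a gene were bright. Both SDs were taken at 18 h, and neither covers the variation between cultures. The sign at 6 h on the dimmer probe set turned under quantile normalization. It also turned when each array was divided by its median signal, a scaling chosen after the values had been seen. On the brighter probe set the sign held under these scalings, but the size at 6 h depended on them. It was 1.33‐fold with the deposited scaling, 1.23‐fold after median centring and 1.29‐fold after quantile normalization. With each array divided by its median signal it was 1.07‐fold.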

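On the arrays CDC25A had a lower signal at 12 h than at 0 h on each of its probe sets. On the probe set of Table 5 its signal was 110.6 at 6 h and 24.47 at 12 h, which are log2 ratios to 0 h of −0.02 and −2.20. A brighter probe set gave −0.46 at 6 h, −2.58 at 12 h and −3.31 at 18 h, the lowest ratio among the genes measured by a kept probe set with 1 symbol whose ratios at 12 and 18 h had the same sign. The dimmest, which was not among the kept, gave −0.03 at 6 h, −1.32 at 12 h and −3.66 at 18 h. The signals at 12 and 18 h on all of these probe sets lay below the lowest mean signal kept, where a ratio rests on a dim reading.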

Taken together, the results confirmed that both *CCNE2* and *CDC25A* were down‐regulated by MTA. Furthermore, the amount of CCNE2 and CDC25A proteins was also reduced by MTA in a time‐dependent manner (Fig. 6).

**Fig. 5:**
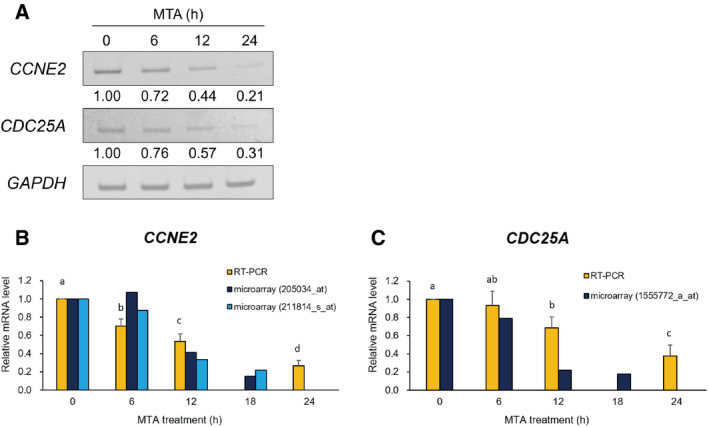
RT‐PCR verification of the MTA‐mediated down‐regulation of *CCNE2* and *CDC25A*. RT‐PCR was performed to confirm the reduction in *CCNE2* and *CDC25A* mRNA expression that was screened in the microarray analysis. After MTA treatment for the indicated hours, the total RNA was subjected to RT‐PCR. The electrophoretically separated PCR bands were stained with ethidium bromide, and representative gel images (A) of three replicates are shown. The numbers under the photographs show the fluorescence intensity of each band relative to an initial value (= 1.00), which was calculated after normalization against *GAPDH* as a reference. The bar graphs show the fluctuations of the *CCNE2* (B) and *CDC25A* (C) expression levels obtained independently by the RT‐PCR and microarray analyses. The relative mRNA levels determined by RT‐PCR represent mean ± SD of three experiments. Values with different letters are significantly different by one‐way ANOVA followed by Tukey–Kramer HSD test (*P* < 0.01). The characters in parentheses indicate the probe set ID of the microarray.

**Fig. 6:**
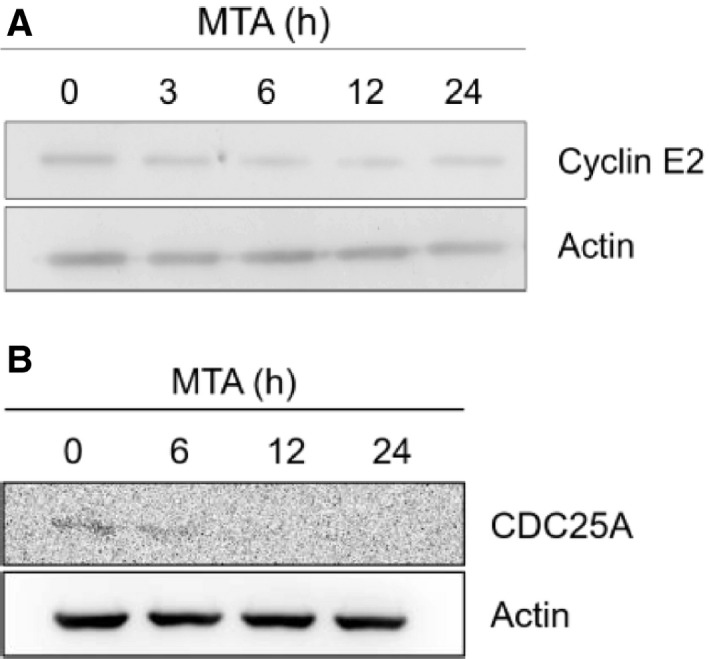
MTA‐induced reduction of the CCNE2 and CDC25A proteins in RCM‐1 cells. Following MTA treatment for the indicated hours, proteins extracted from the cells were applied to immunoblotting with the respective amounts of 3.75 µg (per each lane) for detecting CCNE2 (A) and 30 µg for CDC25A (B). The photographs show the immunologically detected proteins together with actin as a reference.

### Enhanced dome formation by cell‐cycle inhibitors in RCM‐1 cell culture

To examine whether CCNE2 and CDC25A are directly involved in MTA‐induced dome formation, we next conducted a pharmacological analysis using purvalanol A, an inhibitor of cyclin‐dependent kinases (CDKs; CDK1 and CDK2) [30], and NSC95397, an inhibitor of CDC25 dual‐specificity phosphatases (CDC25A, CDC25B and CDC25C) [31]. Consequently, purvalanol A and NSC95397 were expected to inactivate the CCNE2–CDK2 complex and CDC25A phosphatase in the G1 phase, respectively. As shown in Table 6, the average dome number was increased by approximately 1.3‐ to 2.1‐fold relative to the mock control number when applying purvalanol A in the range of 2.8–90 nm. In most cases (with some exceptions), the fold increase was beyond our criterion of 1.5‐fold that was used to identify phytochemicals from Katsura‐uri melon with dome‐formation‐inducing activity [9]. Purvalanol A treatment at 45 and 90 nm showed the strongest effects on dome formation compared with the other concentrations. The average dome number in RCM‐1 cells treated with NSC95397 in the range of 0.9–30 µm was also increased approximately 1.8‐ to 3.5‐fold relative to the mock control levels. NSC95397 treatment at 1.9 and 15 µm showed the strongest effects on dome formation. Thus, NSC95397 apparently showed a much more potent dome‐inducing activity than purvalanol A. Indeed, the increase (3.5‐fold) in dome number caused by 15 μm NSC95397 was approximately 1.7 times higher than that of 45 and 90 nm purvalanol A (2.0‐ and 2.1‐fold, respectively). However, their dose ranges were mutually different by more than 2 orders of magnitude. Recently, we applied MTA (1 mm) together with either NSC95397 (15 µm) or purvalanol A (45 nm) to RCM‐1 cells to examine a pharmacological interaction. As depicted in Table 7, when coapplying MTA and NSC95397, an average dome number (6.2‐fold) was increased, compared with the single treatment of each chemical, MTA (4.8‐fold) and NSC95397 (3.7‐fold). In contrast, purvalanol A addition did not affect the dome number induced by MTA. The result suggests that interaction between MTA and NSC95397 is ‘additive’ or ‘partially antagonistic’, but not ‘synergistic’, presumably contradicting a notion that MTA induces dome formation in a molecular pathway independent of NSC95397, although it remains unknown for the interaction between MTA and purvalanol A [32].

**Table 6:** Dome formation triggered by two cell‐cycle inhibitors, purvalanol A and NSC95397.

Chemical	Average dome number^a^	Fold increase^b^
MTA (mm)		
1	16.2*	5.4
Purvalanol A (nm)		
2.8	4.8	1.6
5.6	5.1	1.7
11.3	3.8	1.3
22.5	5.2	1.7
45	6.1	2.0
90	6.2	2.1
NSC95397 (µm)		
0.9	6.3	2.1
1.9	9.8*	3.3
3.8	5.4	1.8
7.5	6.2	2.1
15	10.4*	3.5
30	7.6*	2.5

^a^ The value is the average dome number in the well of a 96‐well plate of 12 tests.

^b^ Fold increase means the relative increase in dome number over that of the mock treatment (= 1.0).

** *P* < 0.05.

* *P* < 0.01 (one‐way ANOVA followed by Dunnett’s test).

**Table 7:** Dome formation triggered by coapplication of MTA with Purvalanol A or NSC95397.

Chemical	Average dome number^a^	Fold increase^b^	Group^c^
DMSO	4.1	1.0	A
1 mm MTA (1 mm)	19.6	4.8	C
Purvalanol A (45 nm)	5.7	1.4	A
NSC95397 (15 µm)	15.5	3.7	B
Purvalanol A + MTA	18.4	4.5	C
NSC95397 + MTA	25.6	6.2	D

^a^ The value is the average number of domes formed in a well of a 96‐well plate (*n* = 31 or 32).

^b^ Fold increase means the relative increase in dome number over that of the mock treatment (= 1.0).

^c^ The same capital letter indicates no significant difference (*P* < 0.01, determined by one‐way ANOVA followed by Tukey–Kramer HSD test).

## Discussion

This study clarified that among the analogue compounds of MTPE and MTAE, which were previously isolated from Katsura‐uri melon [22], MTA is the basic structural unit needed to exert the potent dome‐formation‐inducing activity in RCM‐1 human colorectal cancer cells. In addition, we found that MTA triggered the down‐regulation of a large number of genes, including those acting in cell‐cycle control and DNA replication. Herein, we discuss the chemical structures indispensable for the dome‐inducing activity and the possible involvement of two down‐regulated genes (i.e. *CDC25A* and *CCNE2*) in MTA‐induced dome formation.

The determination of the critical moiety in MTPE and MTAE analogues for inducing dome formation would be helpful toward elucidating the underlying mechanisms of the process. Through careful structure–activity relationship analyses, we discovered several features required for dome formation, as described later. First, we uncovered that a methyl group at the R_1_ position was essential for inducing a strong dome‐inducing activity because this group was observed in all compounds (**2–9**) with high dome‐formation‐inducing activity (Table 1). In fact, the replacement of the methyl group with any other group caused a loss in the activity (Tables 1 and 2), although there were some exceptions: the compounds (**1**, **11**, and **12**) with either a hydrogen atom or an ethyl group had marginal activity. Second, we found that the functional group at R_2_ was also important for inducing dome formation in cooperation with the methyl group at R_1_, because the high‐activity compounds (**2–9**) with a methyl group at R_1_ always had either a methylene group or nothing at R_2_. Moreover, substitution of the methylene group with either an ethylene or a trimethylene group caused the reduction or complete loss of the dome‐inducing activity. Thus, a methyl group at R_1_, together with either a methylene group or nothing at R_2_, is presumably necessary for the strong dome‐formation‐inducing activity. Third, the functional group at R_3_ likely determined the strength of the dome‐inducing activity because a hydrogen atom at R_3_ allowed several compounds (**2**, **6** and **11**) to have an activity higher than those with an alkyl group at R_3_ (**3–5**, **7–9** and **12**). In addition, an odd–even effect was observed regarding the alkyl group at R_3_; the compounds (**3**, **5**, **7** and **9**) with odd‐numbered alkyl chains had a higher activity than those (**4** and **8**) with even‐numbered alkyl chains. These results imply that the hydrogen atom and alkyl chain at R_3_ are considerably important for inducing dome formation, and that the length and parity of the alkyl chain also govern the activity strength. Finally, the sulphur element was disclosed to be essential for inducing dome formation because its replacement with oxygen, nitrogen or carbon caused a complete loss in the dome‐inducing activity (compounds **2a**, **2b** and **2c**) (Table 3). We concluded that MTA was the basic structural unit required to exert the most potent dome‐formation‐inducing activity among that of the 37 MTPE and MTAE analogues tested.

It is reasonable to hypothesize that MTA leads to dome formation by affecting and/or restoring partly aberrant gene expression programs in the RCM‐1 cancer cells, because deregulated gene expression is a general hallmark of cancers [33]. Consistent with this notion, our microarray analysis demonstrated that MTA certainly affected the expression of numerous genes (654), of which 82.1% (537) were down‐regulated and the remaining 17.9% (117) were up‐regulated (Fig. 3). This may suggest that MTA‐induced dome formation is more tightly linked with global down‐regulation of genes rather than their up‐regulation, because there was a strong bias in the number between down‐regulated and up‐regulated genes. More interestingly, 45 down‐regulated genes were classified into the six GO terms that are related to cell division and proliferation (Table 4). Moreover, more than half (29) of these genes are annotated to roles in early cell‐cycle events, such as G1/S transition (4), DNA replication (14) and both (7). The G1 phase is believed to be a gateway for the cell fate determination leading to quiescence, differentiation, senescence and apoptosis [28, 29]. Thus, some components acting in the G1 and S phases could be associated with MTA‐induced dome formation because their dysfunction potentially causes G1 arrest. CDC25A phosphatase and CCNE2, the key regulators of G1 progression, are of great interest because they were most strongly down‐regulated by MTA among the genes involved in cell‐cycle control (Table 5 and Fig. 5A).

CDC25A dual‐specificity phosphatase drives G1 progression through CDK2 activation by removing the inhibitory phosphate groups [34, 35]. Meanwhile, cyclin E forms a complex with CDK2 to regulate the kinase activity in a phase‐dependent manner. The complex reportedly regulates G1/S transition through phosphorylation of the target proteins, such as retinoblastoma protein, SMAD family member 3, CREB‐binding protein/p300 and E2F transcription factor 5 [36, 37, 38, 39]. Although our knowledge of cyclin E has been mostly obtained from the studies on cyclin E1, one of the two E‐type cyclin proteins (i.e. E1 and E2) in humans, CCNE2 likely plays a similar role in this process [40]. Accordingly, CDC25A and CCNE2 may function collaboratively on G1 progression because they share CDK2 as the target and the partner, respectively. Moreover, the two proteins have been described to be highly accumulated in different cancers, such as CDC25A in hepatocellular, lung, laryngeal and head and neck squamous cell cancers [41, 42, 43, 44], and CCNE2 in breast and gastric cancers [45, 46]. In fact, our immunoblot assay uncovered the high accumulation of CCNE2 in RCM‐1 cells compared with other cell lines (Fig. 7).

**Fig. 7:**
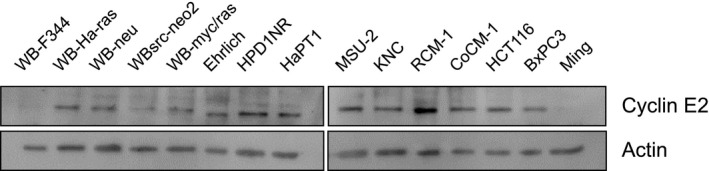
CCNE2 accumulation in various mammalian cells. Immunoblotting was performed to examine CCNE2 accumulation in different nontransformed and transformed mammalian cell lines. The following cell lines were used: WB‐F344, WB‐F344 rat liver epithelial cells; WB‐Ha‐ras, v‐Ha‐ras‐transformed WB; WB‐neu, neu‐transformed WB; WBsrc‐neo2, v‐src‐transformed WB; WB‐myc/ras, myc/ras‐transformed WB; Ehrlich, Ehrlich ascite tumor cells; HPD1NR, transplantable pancreatic ductal cancer cells; HaPT1, hamster pancreatic cancer cells; MSU‐2, human foreskin fibroblast cells; KNC, human well‐differentiated colon cancer cells; RCM‐1, human well‐differentiated rectal cancer cells; CoCM‐1, human moderately differentiated colon cancer cells; HCT116, human poorly differentiated colon cancer cells; BxPC3 and Ming, human pancreatic cancer cells.

The question is whether MTA induces dome formation through the down‐regulation of *CDC25A* or *CCNE2*, or both. Our pharmacological analysis somewhat supported this hypothesis because the number of domes in the RCM‐1 cell culture was adequately increased independently of MTA when treated with a CDC25 inhibitor (NSC95397) at the concentrations of 0.9–30 µm (Table 6). Furthermore, the simultaneous application of MTA (1 mm) with NSC95397 (15 µm) indicated that their pharmacological interaction on the dome formation is rather ‘additive’ or ‘partially antagonistic’, but not ‘synergistic’ (Table 7), thereby not supporting that the two chemicals may affect the events in the different pathways connected to the same goal [32]. NSC95397 reportedly inhibits the catalytic activities of three human CDC25 phosphatases (A, B and C) [31]. Although this inhibitor has so far been thought to cause G2/M arrest by affecting mostly CDC25B and CDC25C [31, 47, 48], it might bring about G1 arrest in our case by inhibiting the CDC25A phosphatase acting in G1/S transition, thereby leading to dome formation. In addition, NSC95397 (20 µm) was previously shown to accelerate CDC25A degradation via the proteasome pathway in two human prostate cancer cell lines, PC‐3 and LNCap [49]. Therefore, it is reasonable to consider that MTA promotes dome formation by down‐regulating *CDC25A*, which may then lead to decreases in the CDC25A protein content and activity (Fig. 6). However, careful interpretation is needed, because the inhibition of the other CDC25 phosphatases (B and C) by NSC95397 might indirectly affect dome formation as well. On the contrary, purvalanol A, an inhibitor of CDK1 and CDK2 [30], did not sufficiently support the aforementioned hypothesis, although we expected that this chemical and the MTA‐induced *CCNE2* down‐regulation would lead to similar consequences, given that CDK2 and CCNE2 form a complex in the G1 phase [50, 51]. Indeed, purvalanol A did enhance dome formation at the concentrations of 2.8–90 nm without MTA, but its effect was much lower than that of NSC95397 (Table 6). A possible explanation for this ambiguous result is that purvalanol A suppresses the roles of other cyclin/CDK complexes, such as cyclin B/CDK1, in the M phase and cyclin A/CDK2 in the S and G2 phases, aside from cyclin E (either E1 or E2)/CDK2 in the G1 phase [30], thus disturbing different aspects of cell‐cycle control, although other explanations cannot be excluded. CCNE2 still remains a putative component in MTA‐induced dome formation because cyclin E has been proved to be a target of the CDC25A phosphatase in the G1 phase [52].

Altogether, the results of our study indicate that MTA commits RCM‐1 cancer cells toward their differentiation into dome tissue via the down‐regulation and dysfunction of CDC25A and possibly of CCNE2, the key cell‐cycle regulators in the G1 phase. However, there still remains research to be addressed for the elucidation of the molecular mechanisms behind MTA‐induced dome formation, although the findings in this study provided an important first step toward this goal. For instance, intensive pharmacological analysis with different cell‐cycle inhibitors and molecular genetic work to knock out (or knock down) the earlier candidates should be conducted to solidify and more clearly explain our current findings. In addition, application of MTA on colon cancer cell lines other than RCM‐1 is also of interest to determine its universality regarding the dome‐inducing activity. These studies would provide further evidence to elucidate more clearly the mechanisms of dome formation by MTA, which may then give a hint(s) to develop the MTA‐based differentiation‐inducing substances, as well as other novel therapeutic ways for colorectal cancer in the future.

## Conflict of interest

The authors declare no conflict of interest.

## Author contributions

YN, TM and SO designed the whole study. MK, SW, YN, KK, FH and KI conducted and interpreted the structure–activity relationship analysis. MK, SW, ST, YO, YN and SO conducted the global gene expression study and analyzed the obtained data. MK, AF, KT and YN carried out the immunoblotting analysis. MK, AS, SW and TN performed the pharmacological study and analyzed the data. MK, YN and SO wrote the manuscript. All authors read and approved the final manuscript.

## Data Availability

Gene expression data are available in the GEO database under the accession number GSE139279. Data will also be available from the corresponding author upon reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

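Gene expression in RCM‐1 cells was measured on 4 Affymetrix U133 Plus 2.0 arrays, 1 each for 0, 6, 12 and 18 h of treatment with 1 mM MTA. The authors deposited MAS5 signal intensities on a linear scale, 1 value per probe set and array, made with Affymetrix Expression Console. The version and the scaling target are not given in the sources used here. Neither the median nor the trimmed mean of the deposited signals was equal between the arrays. The authors delegated the microarray analysis to the array's manufacturer.

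Control probe sets (62) were left out. As many probe sets as the paper counts as detected were kept, those with the highest mean log2 signal over the 4 arrays. Ratios to the 0 h array were taken on the log2 scale without a pseudocount and with the deposited scaling. A probe set was called lower or higher at a log2 ratio below −1.5 or above 1.5, the paper's threshold, which is 2.83‐fold. With 1 array per time no test was made and no p‐value is given. As the only measure of error, the spread of the log2 ratio at 18 h between the 2 brightest kept probe sets of a gene was used (SD 0.479, median absolute difference 0.246). Where both were bright, the SD was 0.292. The share of lower probe sets among those beyond the threshold carries an exact Clopper‐Pearson 95% interval with the main setting, and other shares carry none.

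Probe sets were named through the platform annotation of GEO, with symbols updated by the RefSeq gene table of assembly GRCh38.p14. No coordinates were used. Of 54613 probe sets other than controls, 41091 had 1 gene symbol, 1801 several and 11721 none. Among the kept probe sets the numbers were 18086, 902 and 1966, for 10505 genes. Probe sets with several symbols or none were counted among probe sets and were not named. A gene was represented by its kept probe set with 1 symbol and the highest mean signal. Other probe sets of a gene can differ from it.

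The genes named were the 15 lowest and the 15 highest at 18 h whose ratio at 12 h had the same sign, the genes that the paper names, up to 4 members of each list with the largest change in the direction of the list's median, members beyond 1.5 in the other direction, and GAPDH and ACTB. Values in the paper's Table 5 had been seen when this rule was written. The 28 lists hold 640 genes. They cover DNA replication, G1/S regulators, mitosis, CDK inhibitors, ribosome biogenesis, RNA polymerases I and III, cytosolic ribosomal proteins, purine and pyrimidine synthesis, metallothioneins, enterocytes, goblet cells, intestinal stem cells and Wnt targets, ion transport, junctions, stromal and immune cells, mesenchymal markers, amino acid and ER stress, NRF2 targets, heat shock proteins, p53 targets, hypoxia, cholesterol synthesis, polyadenylated histone genes, immediate early genes, methionine and polyamines, EGFR ligands, interferon response and housekeeping genes. They came from textbook knowledge after the paper had been read, and 2 of their symbols were updated. A list's median log2 ratio was set against 10000 random lists of as many genes, drawn from the same of 20 bins of mean signal, and is given as a percentile and as a shift from the median of all genes. Percentiles are rounded to 3 significant digits.

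The filter, the threshold, the rule for named genes, the lists and their comparison with random lists were fixed before the data were examined. So were these alternatives: no filter, the highest maximum or minimum over the 4 arrays, a stricter filter of 10000 probe sets, median centring, quantile normalization, a pseudocount of 2.91 (the 20th percentile of all signals), thresholds of 1 and 2, the mean over a gene's probe sets, symbols of every probe set, and random lists without matching. Chosen after the values had been seen were the division of each array by its median or its trimmed mean (2% at each end), scaling to the poly‐A or the hybridization controls, and division by the median together with the highest minimum or maximum.

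The calculation was tested on simulated data for the comparison of 18 h with 0 h, with noise set from the spread between probe sets. Of 100 probe sets set to a log2 change of 2.5, 99% passed the threshold, of 100 set to 1.0, 12%, and of 20754 unchanged ones none. That none passed depends on the noise that was set. It is no estimate of false calls on these arrays, where many calls rest on dim readings. Of 40 simulated lists of 30 genes shifted by −0.5 all 40 fell outside percentiles 2.5 to 97.5, and of 40 unshifted lists none. Python 3.11.15 was used with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9. GO, KEGG and GSEA enrichment was not analysed here. RT‐PCR, immunoblots, dome counts and inhibitor tests have no arrays and were not analysed here.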

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

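The results in these paragraphs were picked after the percentiles had been seen, as those outside the central 95% of signal‐matched random lists. Of 22 gene lists that the paper does not discuss, 13 had a median at 18 h outside that range. For independent genes 5% would be expected, but genes of a list vary together, so chance gives more. Each value that follows is the list's median log2 ratio at 18 h minus the median of all genes, and all rest on 1 array per time. Among the alternative settings, those that divide a whole array by 1 number cannot move such a value.

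Above the median of all genes lay the mitosis genes by 1.00, the 6 genes named as CDK inhibitors by 0.74 and intestinal stem cell and Wnt targets by 0.63. The Wnt targets NKD1 and EPHB3 had log2 ratios of 0.92 and 0.77, while ASCL2, a stem cell transcription factor, had −1.87, and the list's shift turned to −0.06 with a stricter filter. Interferon response genes lay higher by 0.58, with IFIT1 at 1.21 and IFIT3 at 0.86, but lay outside that range in only 10 of 13 alternative settings. The hypoxia response lay higher by 0.39, although SLC2A1 and ADM had −1.11 and −1.01. Amino acid and ER stress genes lay higher by 0.33, with TRIB3 and SDF2L1 both at −1.20. The members above 1 in these last lists, PFKFB4 at 1.36 and VLDLR at 1.21, were named after their values had been seen. Cytosolic ribosomal proteins lay higher by 0.12 at 18 h, and at 6 h they were at percentile 0. Their shift at 18 h turned to −0.02 without a filter and after quantile normalization.

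Stromal and immune markers lay higher by 2.32 and mesenchymal markers by 2.15, but these lists had 2 and 1 measured members. They were COL1A1, with PECAM1 at −0.52, and FN1, a matrix protein, at 1.68. Most members of both lists were too dim to be kept.

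Below the median of all genes lay the EGFR ligands at −0.78, with BTC at −1.57 among 4 measured members, where EREG was lower by 2.00. They lay outside that range in 11 of 13 alternative settings. Immediate early genes lay at −0.60, where 9 of 13 had a log2 ratio below −1 and JUNB, an AP‐1 subunit, had −1.52. Cholesterol synthesis lay at −0.48, with HMGCS1 at −1.40 and IDI1 at −1.35. Heat shock proteins lay at −0.43, with HSPH1 at −1.26 and DNAJA1 at −1.18, outside that range in 12 of 13 alternative settings.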

How the results depend on the processing

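Scaling by the array median, by the trimmed mean and by either kind of control, and the array median together with another filter, were chosen after the values had been seen. Of 643 values under alternatives, 491 moved by less than their spread or, for a count, by less than 1.5 times. This held for 332 of 362 list shifts and for 87 of 112 values of single probe sets of Table 5, each of which stayed below 0. Many list shifts could not move. Dividing a whole array by 1 number, or drawing random lists without matching, leaves a list's shift unchanged. Under the former its percentile changes only with the draw. These alternatives are counted among the 13, so that count overstates how far the lists were tested. The lists of DNA replication, G1/S regulators, ribosome biogenesis, purine and pyrimidine synthesis, cholesterol synthesis and immediate early genes stayed below the central 95% of the random lists in 13 of 13 alternatives, and mitosis, CDK inhibitors, metallothioneins, hypoxia and amino acid and ER stress stayed above it. The G1/S regulators lost this call when the 7 genes that the paper's Table 4 holds were left out, a shift of −0.27 at percentile 7.42. Interferon response lay outside it in 10 of 13 alternatives, EGFR ligands and cytosolic ribosomal proteins in 11, heat shock proteins, stem cell and Wnt targets and RNA polymerases I and III in 12, and of 12 alternatives stromal and immune markers in 9 and mesenchymal markers in 11. RNA polymerases I and III lay at the bound, with a percentile of 2.21 in a second draw of random lists. No paired analysis was possible because each time has 1 array. Low signals limit the precision: 149 of the 651 probe sets below −1.5 (22.9%) were at 18 h below the lowest mean signal kept. Where a filter or a threshold was changed, the counts moved because other or fewer probe sets were counted. For the other values that follow, the cause was not tested.

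Counts beyond the threshold depended on the filter. Without a filter they were 4284 lower and 7145 higher at 6 h, 5448 and 6213 at 12 h, and 6043 and 6367 at 18 h, 48.7% of the latter lower, with 3698 genes lower and 3768 higher. With the highest maximum over the arrays, 28 were lower at 6 h and the share lower at 18 h was 73.1%. With the highest minimum, 148, 96 and 104 were higher at 6, 12 and 18 h, the share lower was 84.5% and 86 genes were higher. With the stricter filter the counts were 2 lower and 23 higher at 6 h, 50 and 23 at 12 h, and 293 and 20 at 18 h, the share 93.6%, with 238 genes lower and 18 higher. At a threshold of 2, 108 were lower and 69 higher at 18 h (61%), and at a threshold of 1, 3197 and 547 (85.4%). By the mean over its probe sets, 296 genes were lower.

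Counts also depended on the scaling. After median centring 15 were lower at 6 h, 56 lower and 347 higher at 12 h, and 130 and 482 at 18 h (21.2% lower), with 109 genes lower and 360 higher. After quantile normalization 18 were lower and 123 higher at 6 h, 62 lower at 12 h, and 178 and 357 at 18 h (33.3%), with 145 and 265 genes. After division by the trimmed mean 12 were lower at 6 h, 46 lower and 370 higher at 12 h, and 104 and 566 at 18 h (15.5%), with 89 and 408 genes. Relative to the poly‐A controls 17 were lower and 158 higher at 6 h, and 252 and 328 at 18 h (43.4%), with 209 and 249 genes. Relative to the hybridization controls 59 were lower and 339 higher at 12 h, and the share at 18 h was 72%. After division by the array median 37 were lower and 125 higher at 6 h. Combined with the highest minimum, 29 were lower and 48 higher at 6 h, 97 higher at 12 h and 109 at 18 h (82.8% lower), with 89 genes higher, and combined with the highest maximum 71 were lower at 6 h and the share at 18 h was 71%. The median log2 ratio of all genes at 18 h was −0.02 after median centring, 0.01 after quantile normalization, −0.44 after division by the array median, 0.05 by the trimmed mean, and −0.21 and −0.42 relative to the poly‐A and the hybridization controls.

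Of the 16 probe sets of Table 5, 9 were below −1.5 after median centring, 9 after quantile normalization, 9 after division by the trimmed mean and 10 relative to the poly‐A controls, and of the 51 of Table 4 15, 23, 15 and 28. Of the probe sets lower at 18 h, those beyond −1 at 6 h numbered 31 of 130 after median centring, 34 of 178 after quantile normalization, 67 of 252 relative to the poly‐A controls, 162 of 602 after division by the array median and 27 of 104 by the trimmed mean. Those beyond −1 at 12 h numbered 82 of 130 after median centring, 92 of 178 after quantile normalization, 62 of 104 after division by the trimmed mean, 195 of 252 relative to the poly‐A and 226 of 555 relative to the hybridization controls. Of the probe sets higher at 18 h, those beyond 1 at 6 h numbered 312 of 482 after median centring, 355 of 566 after division by the trimmed mean and 197 of 357 after quantile normalization, and at 12 h 419 of 482, 485 of 566 and, after quantile normalization, 311 of 357.

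List shifts outside the central 95% of random lists that changed sign were those of cytosolic ribosomal proteins, −0.02 without a filter and −0.02 after quantile normalization, of intestinal stem cell and Wnt targets, −0.06 with the stricter filter, and of stromal and immune markers, −0.08 with the highest minimum, where the brightest probe set of COL1A1 was not kept. The shift of enterocyte genes, inside that range, also changed sign, to −0.21 with the stricter filter. Shifts that moved without a change of sign were, without a filter, −0.74 for DNA replication, −0.75 for G1/S regulators, 0.86 for mitosis, −0.93 for ribosome biogenesis, −0.77 for purine and pyrimidine synthesis, −0.34 for ion transport, −0.23 for junctions, 0.62 for stromal and immune markers, 0.50 for mesenchymal markers, 0.18 for amino acid and ER stress, 0.07 for p53 targets, −0.69 for cholesterol synthesis, 0.03 for interferon response, 0.02 for housekeeping genes. With the stricter filter they were −0.30 for G1/S regulators, −0.66 for ribosome biogenesis, 0.21 for cytosolic ribosomal proteins, −0.33 for EGFR ligands, 0.11 for interferon response. By the mean over a gene's probe sets they were −0.46 for G1/S regulators, −0.49 for purine and pyrimidine synthesis, 1.12 for stromal and immune markers, −0.58 for heat shock proteins. After quantile normalization they were −0.70 for ribosome biogenesis and −0.18 for the methionine cycle and polyamines. With the stricter filter the lists of stromal and immune and of mesenchymal markers had no measured member and gave no value.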

Differences from the paper's values

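At 6 h, 5 fold changes of the paper's Table 5 had the opposite sign here. They were −1.14 in the paper and 1.09 here for the dimmer probe set of CCNE2, −1.16 in the paper and 1.07 here for the dimmer of the MCM4 probe sets in Table 5, and −1.04 in the paper and 1.20 here for the brighter probe set of CDC6. For POLA2 they were −1.21 in the paper and 1.03 here, and for MCM5 −1.11 in the paper and 1.12 here. All are small changes. Among the alternatives fixed before the data were examined, median centring gave the paper's sign for MCM4 and POLA2 but not for CCNE2, CDC6 and MCM5. Quantile normalization gave it for CCNE2 and POLA2 but not for MCM4, CDC6 and MCM5, and the pseudocount gave it for none of the 5. With each array divided by its median over all probe sets, a setting chosen after the values had been seen, all 48 fold changes of Table 5 lay within 0.01 of the paper's, against 10 with the deposited scaling and 12 with the pseudocount. Under that setting all 51 probe sets of Table 4 and all 16 of Table 5 stayed below −1.5.

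The counts at 18 h differed by less than 1.5 times. The paper reports 565 probes and 537 genes below −1.5 against 651 and 512 here, and 138 probes and 117 genes above 1.5 against 200 and 157 here. Its share of lower genes is 82.1%, against 76.5% here. Table 4 of the paper holds 45 genes, and 45 had a listed probe set below −1.5 here. With the probe sets of highest minimum over the arrays, an alternative fixed before the data were examined, 566 were lower and 104 higher. Together with division by the array median, chosen after the values had been seen, 523 were lower and 109 higher.

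The legend of Fig. 3 equates the threshold with one‐fourth and 4‐fold, while a log2 ratio of −1.5 is 0.354 of the initial value. At a log2 ratio beyond 2, which is 4‐fold, 108 probe sets were lower and 69 higher. The paper ranks CCNE2 first and CDC25A next among the 13 genes of its Table 5. On the probe sets of that table the order was the same here, at −2.75 and −2.48. These ratios lie closer together than the SD of 0.479 between probe sets of a gene. The signal of CDC25A at 18 h on that probe set, 20.13, lay below the lowest mean signal kept, so the order rests on a dim reading. On a brighter probe set of CDC25A that Table 5 does not hold, the log2 ratio of −3.31 was lower than that of CCNE2, −2.75, but its signal at 18 h, 15.24, lay below the lowest mean signal kept, so this order rests on a dim reading. MCM4, which the paper names after these, had −1.26 on its brightest probe set.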

Other observations

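The tests of labelling yield, of hybridization, of transcript number and of a signal‐dependent shift were chosen after the result was seen, and those of low readings at 0 h and of cycling cells were not.

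The measured markers of intestinal differentiation showed no common direction at 18 h. Of the lists, 16 of 30 enterocyte genes and 6 of 19 goblet and secretory genes were measured. The paper states that domes could mostly not yet be seen at harvest. It measured its differentiation marker, the activity of alkaline phosphatase, after a longer treatment, so these values do not bear on later differentiation. The 16 measured enterocyte genes had a median log2 ratio of −0.36, a shift of 0.10 from all genes at percentile 74.4. CEACAM5, CA2 and CEACAM6 had −1.70, −1.26 and −1.23. The 6 goblet and secretory genes had a shift of 0.26 at percentile 91, with TFF3, a mucosal repair peptide, at −0.73. Genes of ion and water transport, which move fluid under a dome, had a shift of −0.04 at percentile 51.4 over 15 genes. ATP1B3, a subunit of the sodium pump, had −0.87, and SLC12A2, which loads chloride into the cell, had −0.84. The water channel AQP3, picked after its values had been seen, had the highest ratio of the list, 0.99, after 1.15 at 6 h and 1.19 at 12 h. The 20 junction genes had a shift of −0.09 at percentile 39.8. CLDN2, a claudin that forms a pore for cations, had −2.17, CLDN4 −1.09 and CLDN7 −1.06.

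In the methionine cycle and polyamine synthesis, 7 of 18 genes had a log2 ratio below −1, and the list's shift was −0.31 at percentile 4.16. At 6 and 12 h its shifts of −0.21 and −0.30 were at percentiles 1.62 and 0.88, outside the central 95% of random lists. At 18 h it lay below that range in 1 of 13 alternative settings. SRM and ODC1, enzymes of polyamine synthesis, had −2.14 and −1.83, and ADI1 and MTAP, enzymes of methionine salvage, had −1.75 and −1.54. NRF2 targets had a shift of −0.06 at percentile 46, with GCLM, a subunit of the enzyme that starts glutathione synthesis, at −1.84. The 15 p53 targets had a shift of 0.29 at percentile 94.8, with AEN, an apoptotic nuclease, at −2.12 and TP53INP1 at 2.60. The 7 polyadenylated histone genes had a shift of 0.26 at percentile 93.7, with H2BC12 at −1.05. The 12 housekeeping genes had a shift of 0.16 at percentile 95.2. ACTB had −0.55, and GAPDH, the reference of the paper's RT‐PCR, had −0.20, a sign that turns under other scalings of the arrays.

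More probe sets were lower than higher at 18 h, while the median of all kept probe sets was −0.45. Weaker hybridization or scanning of the 18 h array is argued against by its hybridization controls, whose mean log2 ratio of −0.05 (SE 0.023) lay above that median. A lower labelling yield of the 18 h RNA may account for part of the split, since the poly‐A controls had −0.25 (SE 0.039); that 43.4% of the probe sets beyond the threshold were lower relative to them follows from this shift and is no further evidence. At 12 h, however, the poly‐A controls had 0.03, and the hybridization controls had −0.27 (SE 0.043) against −0.28 for the kept probe sets, so weaker hybridization or scanning of the 12 h array stays open. Fewer transcripts in the treated cells stay open, since the kept median lay at −0.20 relative to the poly‐A controls but the amount of control RNA per cell is not stated in the sources used here.

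Most probe sets called higher at 18 h had a log2 ratio above 1 at 6 h. Chance low readings on the single 0 h array are argued against: with the arrays centred, in 131 kept probe sets 0 h alone lay more than 1.5 (log2) below every other array, while the highest such number for another array was 7. A fault shared by many probe sets of the 0 h array and an early effect of MTA could each give this number. So could a difference in culture age, if the 0 h cells were harvested earlier. These were not told apart, because every ratio uses that array.

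DNA replication genes lay below the median of all genes at 18 h. A shift that depends on signal alone is argued against as the whole cause, since their shift of −0.60 was beyond the bound of −0.26 from signal‐matched random lists, and the 35 genes outside Table 4 had −0.43 at percentile 0.03 of such lists. A shift equal for all genes is taken out by this measure and was not tested by it. Fewer cycling cells in every phase is argued against by the mitosis genes, whose shift was 1.00, where that explanation needs one below −0.29. Other causes were not tested, and 1 culture per time cannot show that the shift would recur.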
